# Aging induces cardiac mesenchymal stromal cell senescence and promotes endothelial cell fate of the CD90 + subset

**DOI:** 10.1111/acel.13015

**Published:** 2019-07-29

**Authors:** Hélène Martini, Jason S. Iacovoni, Damien Maggiorani, Marianne Dutaur, Dimitri J. Marsal, Jerome Roncalli, Romain Itier, Camille Dambrin, Nathalie Pizzinat, Jeanne Mialet‐Perez, Daniel Cussac, Angelo Parini, Lise Lefevre, Victorine Douin‐Echinard

**Keywords:** CD90, heart, IL‐1ß, macrophages, mesenchymal stromal cells, senescence

## Abstract

Aging is a major risk factor in the development of chronic diseases, especially cardiovascular diseases. Age‐related organ dysfunction is strongly associated with the accumulation of senescent cells. Cardiac mesenchymal stromal cells (cMSCs), deemed part of the microenvironment, modulate cardiac homeostasis through their vascular differentiation potential and paracrine activity. Transcriptomic analysis of cMSCs identified age‐dependent biological pathways regulating immune responses and angiogenesis. Aged cMSCs displayed a senescence program characterized by *Cdkn2a* expression, decreased proliferation and clonogenicity, and acquisition of a senescence‐associated secretory phenotype (SASP). Increased CCR2‐dependent monocyte recruitment by aged cMSCs was associated with increased IL‐1ß production by inflammatory macrophages in the aging heart. In turn, IL‐1ß induced senescence in cMSCs and mimicked age‐related phenotypic changes such as decreased CD90 expression. The CD90+ and CD90‐ cMSC subsets had biased vascular differentiation potentials, and CD90+ cMSCs were more prone to acquire markers of the endothelial lineage with aging. These features were related to the emergence of a new cMSC subset in the aging heart, expressing CD31 and endothelial genes. These results demonstrate that cMSC senescence and SASP production are supported by the installation of an inflammatory amplification loop, which could sustain cMSC senescence and interfere with their vascular differentiation potentials.

## 1 INTRODUCTION

Aging represents a dominant risk factor for developing chronic diseases, especially cardiovascular diseases. In recent years, several proofs of concept have demonstrated that the development of age‐related diseases relies on the induction of cellular senescence. Cellular senescence is characterized by resistance to apoptosis, the expression of cell cycle inhibitors, and acquisition of a senescence‐associated secretory phenotype (SASP). Cell cycle inhibition is mainly carried out by cyclin‐dependent kinase inhibitors (CDKIs) from the INK4 family, such as p16, and from the Cip/Kip family such as p21, which inhibit S‐phase entry and cell cycle progression (He & Sharpless, 2017). In the context of cardiac aging, elimination of p16 senescent cells using INK‐ATTAC mice or senolytic treatments prevented age‐related cardiac remodeling and SASP factors production (Anderson et al., 2019; Baker et al., 2016; Lewis‐McDougall et al., 2019; Walaszczyk et al., 2019).

SASP is characterized by the production of several bioactive factors such as growth factors, pro‐inflammatory cytokines, chemokines and proteases but the fine composition of the secreted factors appears to be cell‐type‐dependent (Hernandez‐Segura et al., 2017). Whereas transient SASP production during morphogenesis and wound healing allows the coordination of several stromal cellular partners to facilitate immune infiltration, angiogenesis and limitation of scar fibrosis (Demaria et al., 2014; Storer et al., 2013), the installation of a chronic pro‐inflammatory microenvironment during aging has been shown to be deleterious with loss of tissue homeostasis and progressive organ dysfunction (Baar et al., 2017; Jurk et al., 2014). This chronic inflammatory state, named inflammaging, is associated with age‐related pathologies such as type 2 diabetes, as well as chronic kidney and cardiovascular diseases (Franceschi, Garagnani, Parini, Giuliani, & Santoro, 2018).

In the adult heart, cardiac mesenchymal stromal cells (cMSCs) participate in stromal cardiac tissue renewal by their potential to differentiate into vascular smooth muscle cells (SMC) and endothelial cells (EC) and by their ability to produce a variety of paracrine factors with trophic, angiogenic, and pro/anti‐inflammatory effects. cMSCs are related to bone‐marrow mesenchymal progenitor cells (BM‐MSCs), co‐express Sca‐1/PDGFRα markers in mice (Chong et al., 2011; Noseda et al., 2015), and have been characterized in human heart (Chong et al., 2013).

We hypothesized that aging could impact cardiac microenvironment homeostasis by inducing senescent programs in cMSCs and promoting their SASP.

In the present study, by performing transcriptional expression analysis of cell‐sorted cMSCs, we show that aged cMSCs acquire a senescent program including the expression of selective cell cycle regulators from the INK4 family and SASP factors involved in the regulation of the immune response. This senescence program is associated with modification of cMSC subset diversity and functional changes in vascular differentiation potential and monocyte chemoattraction. During aging, IL‐1ß, produced by cardiac macrophages (cMPs), could mediate paracrine senescence of cMSCs and account for CD90+ cMSC rarefaction. We show that aging is associated with specific changes in cardiac stroma microenvironment and coincides with the installation of a deleterious amplification loop promoting paracrine senescence of cMSCs and modifying their endothelial differentiation potential.

## 2 RESULTS

### 2.1 Gene expression profiling of cMSCs from young and aged C57BL/6 mice revealed specific age‐associated gene expression programs

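Cardiac mesenchymal stromal cells (cMSCs) are fibroblast-like progenitor cells of the heart that carry the stem cell antigen Sca-1 and the growth factor receptor PDGFRα and lack the endothelial marker CD31 and the leukocyte marker CD45. RNA of sorted cMSCs was taken from 4 pools of young and 4 pools of aged mice, with 3 mice to a pool according to the paper, although the label code of aged replicate 4 can be read as 2 mice, and each pool was hybridized to its own 1-colour Agilent mouse array. For the mice of its experiments the paper gives 4 months for the young and 20 months for the aged, each with a spread. The sample labels give 5 and 20 months for these pools, which lie within that spread. The pools are numbered 2, 3, 4 and 5 in the young group and 1, 2, 3 and 4 in the aged group, and are called replicates by those numbers. The 8 arrays were on 1 slide and were scanned on 1 date. The authors extracted each array with Agilent Feature Extraction, whose processed signal is an intensity with the background subtracted and spatial trends removed, not yet normalized between arrays. From there, log2 of the processed signal was taken relative to the 75th percentile of its array, and spots of the same probe were averaged. That percentile was 479 to 816 (median 568) on the young and 510 to 793 (median 569) on the aged arrays, and 57.8% to 63.4% of spots on the young and 58.1% to 61.8% on the aged arrays were well above background. A probe was kept when it was well above background on all 4 arrays of at least 1 group, and the brightest kept probe stood for its gene, which left 20210 genes, 15120 of them with a gene symbol. Probe positions are those of the array files, on the mouse genome build mm9. Aged and young pools were compared with limma, and a gene is said to have risen or fallen in aged cMSCs when its p, adjusted over all 20210 genes by the Benjamini-Hochberg method, was under 0.05. Fold changes are log2 values of aged minus young pools. For a probe not well above background on any array of a group, only a lower bound of the fold is given, the brighter group's mean against the lowest signal that was well above background. The p beside such a bound comes from the measured signals, those near or below background included, and does not test the bound itself. Gene lists were written before the data were examined but after Table S1 and Figures 1 and S4 had been read, and each was tested against all other genes with limma's camera, with a preset correlation of 0.01 between genes. Where a list holds genes shown in that table or those figures, its result is not independent evidence. None of the 22 lists past an adjusted p of 0.05 held its call when the correlation was estimated from the data, so that p is given beside each list. For the cyclin-dependent kinase inhibitors the estimated correlation was -0.035, below the preset 0.01, yet camera's adjusted p went from 0.00415 to 0.231. A larger correlation thus did not end that call, and what else differs between the forms of the test was not examined. Beside a gene, settings are given that ended its call, except the fit without a filter on dim probes and the methods' t-test, which left 54 and 55 of the 104 named genes past the threshold, and the blocks for pool number and pool code. Normexp background correction, which adds an offset of 50, made the fold of 28 of these 104 genes smaller by over 1.5 times, and the authors' own log2 table that of 15 of these 28, so the sizes of these folds are uncertain. The 28 are Adgrg6, Ccl17, Cd2, Cdkn2a, Chil1, Cited1, Cnr1, Cthrc1, Dmkn, Dscam, Gm16026, Hmcn1, Il7, Kng1, Krt20, LOC100039029, Mx1, Naip2, Nlrc5, Nrk, Pln, Rasgrf1, Rgs4, Rgs6, S100a9, Sema4d, Slc38a4 and Sphkap, and the 15 are Adgrg6, Ccl17, Cdkn2a, Cnr1, Dmkn, Dscam, Gm16026, Hmcn1, Il7, Kng1, Krt20, LOC100039029, Nrk, S100a9 and Slc38a4. The smallest p that an exact permutation test can give for 4 pools against 4 is 0.029, two-sided. The number of arrays limits the precision, and the spread is that between pools, not between mice.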

To assess the main biological pathways modified by aging in cMSCs, transcriptomic analysis by microarray was conducted on native cells after cell sorting based on the expression of Sca‐1 and CD140a (PDGFRα) and the lack of CD31 and CD45 markers (Figure S1). We identified 195 genes significantly up‐regulated and 140 genes down‐regulated in the aged group compared with young group (*p* value ≤ 0.01 and absolute log_2_ fold change > 0.5) (Figure 1a). 

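In aged cMSCs 454 genes rose and 162 fell at an adjusted p under 0.05 from limma, among them 403 and 144 with a gene symbol. At the paper's thresholds, 637 genes were higher and 269 lower. Among the largest increases were Npy1r, a receptor of neuropeptide Y, with a log2 fold change of 2.59 (standard error 0.21, adjusted p = 0.000679), and the neighbouring membrane protein genes Tmem176a with 2.75 (standard error 0.28, adjusted p = 0.00199) and Tmem176b with 2.51 (standard error 0.22, adjusted p = 0.00103). Kng1, the precursor of the vasoactive peptide bradykinin, and Cnr1, a cannabinoid receptor, were well above background on no young array and on all 4 aged arrays, and were at least 6.07-fold (adjusted p = 0.000792) and at least 3.75-fold (adjusted p = 0.000792) higher in aged cMSCs. Among the largest decreases, the keratin gene Krt20 fell by 1.83 (standard error 0.18, adjusted p = 0.00144) on the log2 scale, Sphkap, which encodes an anchoring protein of protein kinase A, fell by 1.81 (standard error 0.25, adjusted p = 0.00718), and the transcriptional coactivator gene Cited1 fell by 1.72 (standard error 0.21, adjusted p = 0.00416). Adgrg6, an adhesion G protein-coupled receptor, was well above background on no aged array and was at least 1.70-fold lower there (adjusted p = 4.85e-05, and 0.117 with normexp background correction). For each of the 616 genes that rose or fell, every aged pool lay on the same side of every young pool. Over all genes tested, 2101 (10.4%) had groups that did not overlap, against 2.86% by chance. Leaving out 1 pool moved the number of genes that rose to 282, 278, 247 and 285 without aged replicate 1, aged replicate 3, young replicate 3 and young replicate 4, and the number that fell to 84, 69, 107, 79, 73 and 92 without aged replicates 1, 3 and 4 and young replicates 2, 3 and 4. When arrays were weighted by their quality, 663 genes rose and 398 fell, so that 62.5% of the changes were increases, against 73.7% without weights. Markers of cells other than cMSCs were examined in the same pools. Mean log2 fold changes were 1.01 over 10 neutrophil, 0.81 over 6 mesothelial and epicardial, 0.34 over 19 macrophage and -0.42 over 19 cardiomyocyte markers. The medians of these lists were 0.55, 0.52, 0.32 and -0.50. The largest neutrophil value was 4.32, of S100a9, and the largest mesothelial value 3.97, of Dmkn. The 8 neutrophil markers that are not acute phase proteins had a mean of 0.42.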

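Hp, the gene of haptoglobin, which binds free hemoglobin, rose 18.7-fold in aged cMSCs. Its probe lies on chromosome 8 from 112099045 to 112099104 of mm9, and its normalized log2 signal was 2.34 ± 0.65 (SD, n = 4) in young and 6.56 ± 0.83 (SD, n = 4) in aged pools. This is a log2 fold change of 4.23 (standard error 0.44, adjusted p = 0.00218 from limma). Other acute phase genes rose as well, S100a9, a subunit of the leukocyte protein calprotectin, by 4.32 (standard error 0.87, adjusted p = 0.0372), the serine protease inhibitor gene Serpina3g by 4.09 (standard error 0.52, adjusted p = 0.00503) and Lcn2, which encodes the iron carrier-binding lipocalin-2, by 3.41 (standard error 0.62, adjusted p = 0.0239). Aged replicate 4 was the highest pool for all 4 genes, and without it the log2 fold changes were 3.84 for Hp, 3.68 for S100a9, 3.62 for Serpina3g and 2.74 for Lcn2, while without young replicate 2 that of S100a9 was 5.09. Differences between the groups were larger in 1 row of the slide than in the other. They were 6.18 and 2.46 for S100a9, 5.1 and 3.0 for Serpina3g, 4.4 and 2.4 for Lcn2 and 4.9 and 3.6 for Hp. For each of these 4 genes every aged pool was above every young pool (exact permutation test, two-sided p = 0.029). Of 17 acute phase proteins tested, 9 rose and none fell (15 rose when adjusted over the list alone), with a list median of 1.35. Against other genes these proteins were higher (camera, adjusted p = 2.93e-16), with adjusted p = 0.231 with an estimated correlation. Hp, Serpina3g, Lcn2 and S100a9 stand in Table S1, which had been read when the list was written, so their part of this count is not independent evidence. Of 10 neutrophil markers, S100a9, Ly6g with 0.73 (standard error 0.15, adjusted p = 0.0413) and Camp, an antimicrobial peptide gene, with 0.69 (standard error 0.14, adjusted p = 0.0355) rose and none fell (5 rose when adjusted over the list alone; camera adjusted p = 0.00164, and adjusted p = 0.389 with an estimated correlation). The 19 macrophage markers had a median of 0.32, the 6 mesothelial and epicardial markers one of 0.52 and the 19 cardiomyocyte markers one of -0.50. S100a9 was well above background on 3 of 4 young arrays, and adjusted p values of 0.05 or more were reached on leaving out pools for S100a9 (0.0568 to 0.103 on leaving out any pool but young replicate 2), Lcn2 (0.0565 to 0.0794 without aged replicate 3 or young replicates 3, 4 or 5), Ly6g (0.0588 to 0.109, whichever of the 8 pools was left out) and Camp (0.0513 to 0.101 on leaving out any pool but aged replicates 2 and 4). Other settings ended the calls of S100a9 (0.0595 with the slide row as a block and 0.0785 with array weights), Ly6g (0.0574 with the slide row as a block) and Camp (0.0925 with normexp background correction), given as adjusted p.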

The maximum log_2_FC value (4.1) was for haptoglobin (Hp), a protein of the acute inflammatory phase, with hemoglobin scavenger activity and immunomodulatory functions (Serrano, Luque, & Aran, 2018) (Figure 1a; Table S1). 

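Slc38a4, which encodes a sodium-coupled transporter of neutral amino acids, was lower in aged cMSCs. Its probe lies on chromosome 15 from 96825482 to 96825541 of mm9, with a normalized log2 signal of -1.10 ± 0.12 (SD, n = 4) in young and -4.09 ± 0.72 (SD, n = 4) in aged pools, and it fell by 2.99 (standard error 0.31, adjusted p = 0.00215) on the log2 scale. It was well above background on 3 of the 4 aged arrays. The related transporter gene Slc38a5, on chromosome X from 7857226 to 7857285, had a log2 fold change of -1.71 (standard error 0.50, adjusted p = 0.132). The aged pools differed widely for Slc38a5, at 0.67 ± 1.20 (SD, n = 4) against 2.38 ± 0.061 (SD, n = 4) in young pools, although every aged pool was below every young pool (exact permutation test, two-sided p = 0.029). Among other genes with large decreases, Nrk, a kinase of the germinal center kinase family, was well above background on no aged array and was at least 2.84-fold lower there (adjusted p = 3.62e-05). Evl, an actin regulator of the Ena/VASP family, fell by 1.91 (standard error 0.098, adjusted p = 4.85e-05), and Rgs6, which shortens signaling of G protein-coupled receptors, fell by 1.85 (standard error 0.19, adjusted p = 0.00215). A further probe of Evl had a log2 fold change of -0.60, and further probes of Rgs6 had -2.40 and -1.84. Of 28 amino acid transporters tested, Slc38a4 and Slc7a5, a transporter of leucine and other large neutral amino acids that fell by 0.59 (standard error 0.13, adjusted p = 0.0461), fell and none rose (the same count when adjusted over the list alone). The transporters did not pass camera's test against other genes (adjusted p = 0.376, and adjusted p = 0.719 with an estimated correlation), but did so without aged replicate 4 (0.0396). The adjusted p of Slc7a5 reached 0.05 on leaving out 1 pool (0.0566 to 0.129 on leaving out any pool but aged replicate 4) and under other settings (0.0604 to 0.260 with normexp background correction, the trend and robust options and the authors' table).

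**Figure D1:**
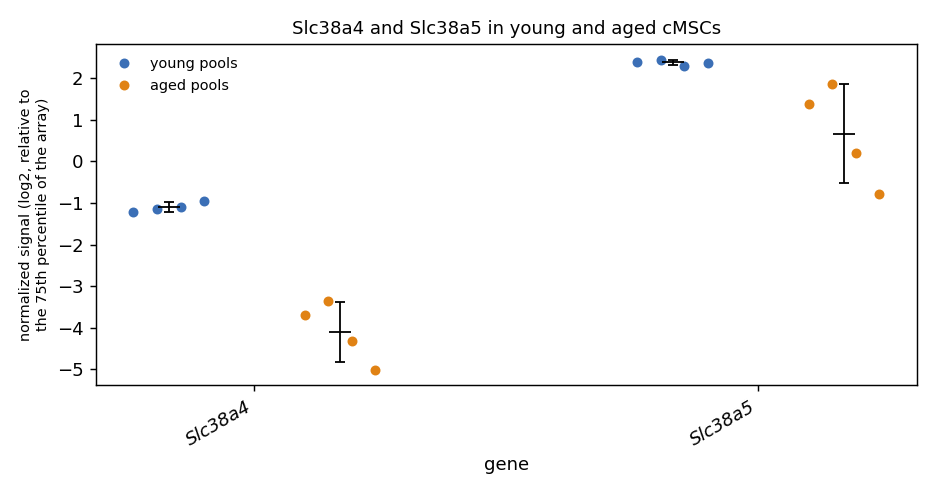
Normalized signal (log2, relative to the 75th percentile of the array) of Slc38a4 and Slc38a5 in the 4 young (blue) and 4 aged (orange) pools, with 1 point per pool, a horizontal bar at the mean and whiskers of 1 SD. For both genes the aged pools lie below the young pools and are more widely spread.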

Genes with the strongest down‐regulation in aged group identified two members of the Na^+^‐dependent neutral amino acid transporter family, Slc38a4 (SNAT4) and Slc38a5 (SNAT5) (Schioth, Roshanbin, Hagglund, & Fredriksson, 2013) possibly reflecting age‐dependent changes in metabolic pathways. 

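The smallest p values among genes that rose in aged cMSCs included several of the Csprs family, whose copies form a repeat cluster related to the interferon-inducible nuclear body gene Sp100. Csprs had a log2 fold change of 2.41 (standard error 0.13, adjusted p = 6.33e-05), and the predicted genes Gm7609, Gm16026 and LOC100039029 had 2.47 (standard error 0.11, adjusted p = 4.68e-05), 2.26 (standard error 0.22, adjusted p = 0.00137) and 2.84 (standard error 0.15, adjusted p = 4.85e-05). The Gm7609 value is that of the probe named Gm15433 in the array design, and the probe named Gm7609 there had a log2 fold change of 2.40. Copies of this family are nearly identical in sequence, so a probe of one copy can read transcripts of another, and these values are uncertain as to the copy. Which of the 2 mouse lines that the paper names gave the pools on the arrays is not given in the sources used here, and a difference in line between the groups is not excluded for this family. Outside this family, Dmkn, which encodes dermokine, a secreted protein of epithelia that also counts here as a mesothelial marker, rose by 3.97 (standard error 0.22, adjusted p = 6.33e-05). Lgi2, a secreted leucine-rich repeat protein, rose by 2.11 (standard error 0.12, adjusted p = 6.33e-05), and Plppr3, a phospholipid phosphatase-related membrane protein named Lppr3 in the array design, by 2.33 (standard error 0.11, adjusted p = 4.68e-05). Further probes of Lgi2 had log2 fold changes of 1.87 and 1.85, and a further probe of Plppr3 had -0.061. Of 6 genes of the Csprs and Sp100 family list, 4 rose, among them Sp100 itself with 0.42 (standard error 0.087, adjusted p = 0.0397), and none fell (4 rose when adjusted over the list alone). Camera placed this list above other genes (adjusted p = 1.03e-07, and adjusted p = 0.231 with an estimated correlation), and the list holds genes read in Table S1, which is not independent evidence. The adjusted p of Sp100 reached 0.05 or more on leaving out pools (0.0533 to 0.106, whichever of the 8 pools was left out) and under other settings (0.131 with median scaling and 0.0527 with the slide row as a block), while Csprs, Gm7609, Gm16026, LOC100039029, Dmkn, Lgi2 and Plppr3 passed whichever of the 8 pools was left out.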

The best *p*‐values (<10^–7^) identified a cluster of genes up‐regulated in aged cMSCs with log_2_FC around 2 (Figure 1a; Table S1). Aged cMSCs significantly up‐regulated the expression of classical senescence‐associated CDKI genes, *Cdkn2a* (p16), *Cdkn2b* (p15), *Cdkn2c* (p18) and *Cdkn1a* (p21) (Table S1), as confirmed by RT‐PCR (Figure 1b). 

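Cdkn2a, which encodes the cell cycle inhibitor p16 and, from another reading frame, p19ARF, rose in aged cMSCs. Its probe lies on chromosome 4 from 88920405 to 88920464 of mm9, and its normalized log2 signal was -4.44 ± 0.24 (SD, n = 4) in young and -3.02 ± 0.094 (SD, n = 4) in aged pools, a log2 fold change of 1.41 (standard error 0.13, adjusted p = 0.00103 from limma). It was well above background on 2 of 4 young and on all 4 aged arrays, which leaves the size of the fold uncertain, with a log2 fold change of 0.48 with normexp background correction (adjusted p = 0.0734) and 0.74 with the authors' table (adjusted p = 0.00429). A further probe of Cdkn2a was above background on no array. Cdkn2b (p15) had a log2 fold change of 0.63 (standard error 0.16, adjusted p = 0.0899) and Cdkn2c (p18) one of 0.34 (standard error 0.10, adjusted p = 0.135), and for both genes every aged pool was above every young pool (exact permutation test, two-sided p = 0.029). Cdkn1a (p21), a target of p53, had a log2 fold change of 0.30 (standard error 0.21, adjusted p = 0.651), and with probes in place of genes its further probes had 0.31 (unadjusted p = 0.0569) and 0.57 (standard error 0.13, unadjusted p = 0.00189, adjusted p = 0.0643), the latter past the paper's thresholds. Of 7 cyclin-dependent kinase inhibitors tested, 1 rose and none fell (3 rose when adjusted over the list alone). As a list they were higher than other genes (camera, adjusted p = 0.00415), with adjusted p = 0.231 with an estimated correlation, while the neutrophil markers of the same pools had a median of 0.55, the mesothelial and epicardial markers 0.52 and the cardiomyocyte markers -0.50. Cdkn2a, Cdkn2b and Cdkn2c stand in Table S1, so their part of this result is not independent evidence. The adjusted p of Cdkn2b was 0.0319 without aged replicate 4 and 0.0416 with array weights. The list did not pass when only probes well above background on all 8 arrays were used (adjusted p = 0.0796), which leaves out Cdkn2a.

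**Figure D2:**
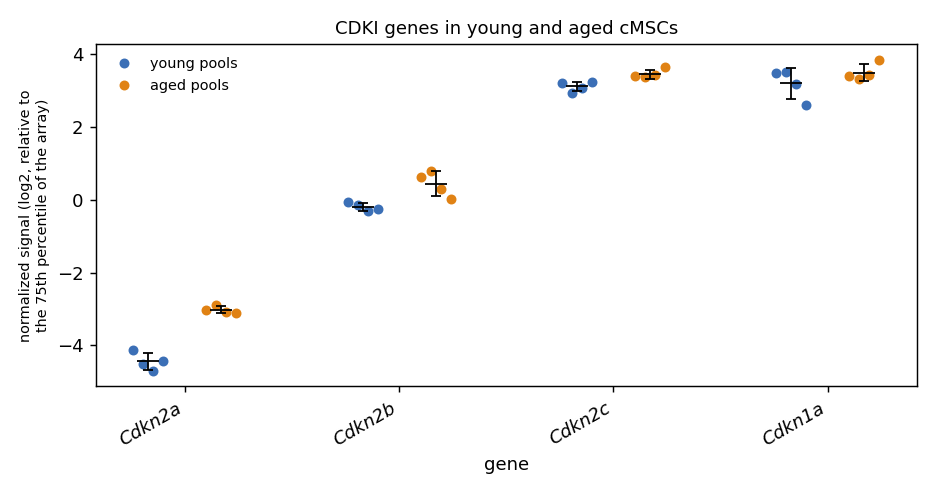
Normalized signal (log2, relative to the 75th percentile of the array) of Cdkn2a, Cdkn2b, Cdkn2c and Cdkn1a in the 4 young (blue) and 4 aged (orange) pools, with 1 point per pool, a horizontal bar at the mean and whiskers of 1 SD. The groups do not overlap for Cdkn2a, Cdkn2b and Cdkn2c and overlap for Cdkn1a.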

The higher CDKI expression in aged cMSCs was associated with lower percentage of proliferating Ki67+ cMSCs (Figure 1c) and decreased clonogenicity (Figure 1d). Aged cMSCs also accumulated DNA damage as shown by the increased percentage of γH2AX‐positive cells (Figure 1e). These results strongly supported that aged cMSCs possess an activated DNA damage response (DDR) and have triggered a senescence program with aging.

**Figure 1:**
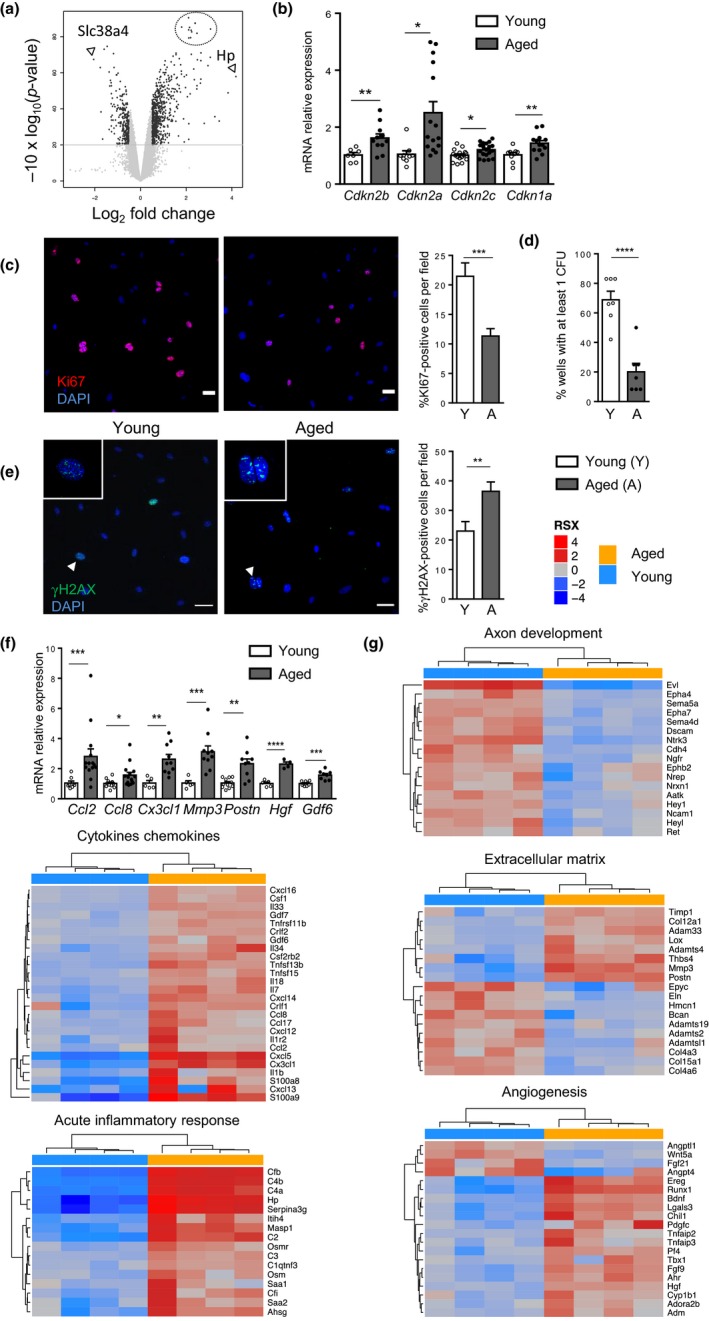
Profiling of cMSCs from young and aged C57BL/6 mice revealed specific age‐associated gene expression programs. (a) Volcano plot of differentially expressed genes between young (*n* = 4) and aged (*n* = 4) cMSCs (absolute Log_2_ FC > 0.5, *p* value < 0.01, black dots). (b) Relative mRNA expression of CDKI genes from aged cMSCs compared with young. (c) Representative immunostaining (left) with anti‐Ki67 antibody (red) and quantification (right) of proliferative young (*n* = 10) and aged (*n* = 12) cMSCs. DNA was stained with DAPI (blue). Scale bar, 50 µm. (d) Frequencies of CFU‐F from young or aged cMSCs (*n* = 7 per group). (e) Immunostaining (left) with anti‐γH2AX antibody (green) and percentage (right) of positive cells in young (*n* = 7) and aged (*n* = 8) cMSCs. DNA stained with DAPI (blue). White arrows indicated cells zoomed in. Scale bar, 50 µm. (f) Relative mRNA expression of SASP genes from aged cMSCs (*n* = 4–13) compared with young (*n* = 5–9). (g) Heatmaps of differentially expressed genes from enriched GO pathways from young (blue, *n* = 4) and aged (orange, *n* = 4) cMSCs based on microarray analysis. Data are expressed as means ± *SEM*. *p < 0.05, **p < 0.01, ***p < 0.001 versus young group

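Several genes of axon guidance and neurotrophin signaling fell in aged cMSCs. Ntrk3, the receptor of neurotrophin-3, fell by 1.36 (standard error 0.11, adjusted p = 0.000756) on the log2 scale, Sema4d, a semaphorin, fell by 1.42 (standard error 0.19, adjusted p = 0.00564), and Ngfr, the low-affinity receptor of nerve growth factor, fell by 0.88 (standard error 0.18, adjusted p = 0.0377). Dscam, an adhesion molecule of axons, was well above background on no aged array and was at least 1.91-fold lower there (adjusted p = 0.0270, and 0.0813 with normexp background correction). Of 64 genes of axon guidance and axonogenesis tested, 8 fell, Evl among them, and 2 rose, Lgi2 and the neurotrophin gene Bdnf (13 fell and 3 rose when adjusted over the list alone). The list was lower than other genes (camera, adjusted p = 0.00104), with adjusted p = 0.272 with an estimated correlation, and its median was -0.11. Evl and Lgi2 stand in Table S1, and Figure 1g shows axonogenesis genes of these arrays, so this result is not independent evidence. In these pools 9 Schwann cell and neural markers had a median of 0.090, and the medians of markers of other cell types were -0.50 for cardiomyocytes, 0.55 for neutrophils and 0.52 for the mesothelium and epicardium. Among 32 inhibitors of cell death, Naip2, which encodes an apoptosis inhibitory protein that also senses bacterial proteins in the inflammasome, rose by 1.47 (standard error 0.14, adjusted p = 0.00144), as did Hgf and the Wnt antagonist Sfrp1, which is named after its value was seen (0.58 with standard error 0.12, adjusted p = 0.0463), while Ngfr and Ntrk3 fell. That list did not pass camera's test against other genes (adjusted p = 0.718, and adjusted p = 0.942 with an estimated correlation), and 4 members rose and 5 fell when adjusted over the list alone. The heat shock genes Hspa1a and Hspa1b had log2 fold changes of -0.99 (standard error 0.30, adjusted p = 0.140) and -1.25 (standard error 0.34, adjusted p = 0.0985), and both passed without young replicate 5 (adjusted p = 0.0218 and 0.0431) and with array weights (0.0195 and 0.0204). Leaving out pools ended the call of Ngfr (0.0845 to 0.113 on leaving out any pool but aged replicate 2 and young replicate 4), Dscam (0.0658 to 0.0901 without aged replicate 2 or young replicates 2, 3 or 4) and Sfrp1 (0.0676 to 0.124 on leaving out any pool but aged replicate 2), as did the slide row as a block for Ngfr (0.0585) and other settings for Sfrp1 (0.0698 with quantile normalization and 0.0641 with cyclic loess normalization).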

Genes down‐regulated in aged cMSCs identified gene ontology (GO) pathways involved in axonogenesis (Figure 1g) and regulation of cell death (Table 1). In contrast, up‐regulated genes in aged cMSCs defined GO pathways associated with the acquisition of SASP and regulation of the immune response (Figure 1g, Table 1). 

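Genes of the complement cascade, which opsonizes targets and recruits leukocytes, were among the strongest increases in aged cMSCs. Cfb, the protease of the alternative pathway, rose by 3.10 (standard error 0.23, adjusted p = 0.000450) on the log2 scale, C2, its counterpart of the classical pathway, by 2.07 (standard error 0.19, adjusted p = 0.00134), and C4a and C4b, adjacent copies of the gene of component C4, by 2.72 (standard error 0.20, adjusted p = 0.000450) and 2.50 (standard error 0.19, adjusted p = 0.000509). C4a and C4b are close in sequence, so their probes can read each other's transcripts. Of 19 complement genes tested, 8 rose and none fell (9 rose when adjusted over the list alone), and the list was higher than other genes (camera, adjusted p = 2.87e-10, and adjusted p = 0.231 with an estimated correlation). Cfb and C4b stand in Table S1, which is not independent evidence. Among markers of other cell types, 1 of 19 macrophage and monocyte markers rose, the lipopolysaccharide co-receptor gene Cd14 with 0.62 (standard error 0.079, adjusted p = 0.00488) (1 when adjusted over the list alone; camera adjusted p = 0.0107, and adjusted p = 0.674 with an estimated correlation). That list did not pass without aged replicate 2 (0.0588), aged replicate 4 (0.108) or young replicate 5 (0.628). Of 19 cardiomyocyte markers, 4 fell and none rose (8 fell when adjusted over the list alone), with log2 fold changes of -0.77 (standard error 0.13, adjusted p = 0.0187) for the cytochrome oxidase subunit gene Cox7a1, -0.57 (standard error 0.12, adjusted p = 0.0451) for Tnnc1 and -0.33 (standard error 0.072, adjusted p = 0.0490) for Tnni3, both of troponin, and -0.91 (standard error 0.20, adjusted p = 0.0467) for phospholamban (Pln), and the list was lower than other genes (camera, adjusted p = 2.18e-06, and adjusted p = 0.326 with an estimated correlation). The neutrophil markers had a median of 0.55, and of 6 mesothelial and epicardial markers 2 rose and none fell (2 rose when adjusted over the list alone), with a mean of 0.81 and a median of 0.52 (camera, adjusted p = 0.00295, and adjusted p = 0.231 with an estimated correlation). The mesothelial and epicardial values ran from -0.64 to 3.97. The highest was that of Dmkn, which raises the mean and stands in Table S1, so this list is not independent evidence. Leaving out single pools took the adjusted p to 0.05 or more for Cox7a1 (0.0577 to 0.0686 without aged replicate 3 or young replicates 2, 3 or 4), Tnnc1 (0.0580 to 0.131, whichever of the 8 pools was left out), Tnni3 (0.0688 to 0.138, whichever of the 8 pools was left out) and Pln (0.0912 to 0.131 on leaving out any pool but aged replicate 2 and young replicate 3). The processing also ended calls, of Tnnc1 (0.0527 to 0.309 with normexp background correction, the slide row as a block and the trend and robust options), Tnni3 (0.0514 to 0.153 with median scaling, normexp background correction, the slide row as a block and the trend and robust options) and Pln (0.0695 to 0.143 with quantile normalization, cyclic loess normalization, median scaling, normexp background correction, the trend and robust options and the authors' table), and Pln passed under 5 of 21 and Tnnc1 and Tnni3 each under 7 of 22 alternatives in all. From its gene ontology terms, with the further assays of the same section, the paper concludes that aging of cMSCs goes with senescence and with the secretory phenotype of senescent cells (SASP).

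**Figure D3:**
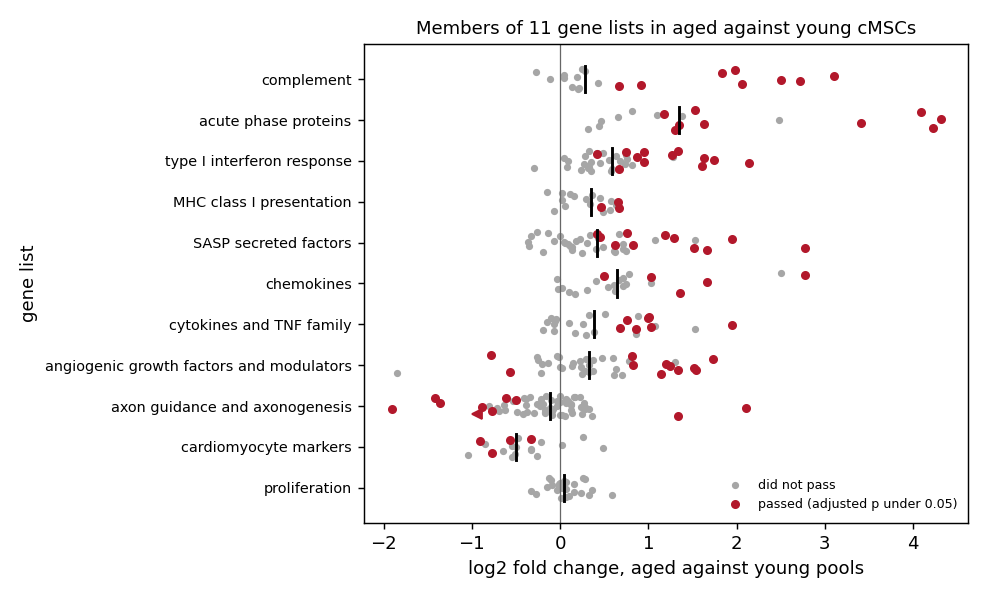
Log2 fold change in aged against young pools (x axis) of each tested member of 11 gene lists, with 1 point per gene, red where its adjusted p was under 0.05 and grey where it was not, and a black bar at the list's median. Acute phase proteins reach the largest values, red points of complement lie to the right of 0 while most of its members lie near 0, and the red points of cardiomyocyte markers lie to the left of 0, with a triangle for Dscam, drawn at the lower bound of its fold.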

The up‐regulation of several SASP components in aged cMSCs such as chemokines (*Ccl2, Ccl8, Cx3cl1*), growth factors (*Hgf, Gdf6*), proteases (*Mmp3*) and the extracellular matrix protein periostin (*Postn*) was confirmed by RT‐PCR (Figure 1f, g).

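Cx3cl1, a chemokine that also exists as a membrane-bound adhesion molecule, rose 3.18-fold in aged cMSCs, a log2 fold change of 1.67 (standard error 0.15, adjusted p = 0.00113). Mmp3, the matrix protease stromelysin, rose by 1.29 (standard error 0.15, adjusted p = 0.00370) and Postn, the matricellular protein periostin, by 1.19 (standard error 0.13, adjusted p = 0.00272). The growth factor genes Hgf, the ligand of Met, and Gdf6, a ligand of the bone morphogenetic protein family, rose by 0.83 (standard error 0.12, adjusted p = 0.00845) and 0.63 (standard error 0.13, adjusted p = 0.0379). The monocyte chemokine genes Ccl2 and Ccl8 had log2 fold changes of 0.62 (standard error 0.22, adjusted p = 0.219) and 0.74 (standard error 0.17, adjusted p = 0.0583). Of 41 SASP secreted factors tested, 11 rose and none fell (18 rose when adjusted over the list alone), among them the protease and inhibitor genes Plat with 0.45 (standard error 0.088, adjusted p = 0.0340) and Serpine2 with 0.42 (standard error 0.090, adjusted p = 0.0480). These factors as a list were higher than other genes (camera, adjusted p = 2.81e-11, and adjusted p = 0.231 with an estimated correlation), and the list holds genes that Table S1 gives, which is not independent evidence. Among markers of other cell types, the median log2 fold change of the 6 brightest macrophage markers was 0.22, and the mean was 0.42 for the 8 neutrophil markers outside the acute phase list (1.01 over all 10), 0.81 for the mesothelial and epicardial markers and -0.45 for the 6 brightest cardiomyocyte markers. The median of the mesothelial and epicardial markers was 0.52. Leaving out pools took the adjusted p to 0.05 or more for Gdf6 (0.0826 to 0.107 on leaving out any pool but aged replicate 3 and young replicate 2), Plat (0.0608 to 0.0919, whichever of the 8 pools was left out) and Serpine2 (0.0599 to 0.139, whichever of the 8 pools was left out). Under other settings the adjusted p was 0.05 or more for Gdf6 (0.0509 to 0.0782 with median scaling, the slide row as a block and array weights), Plat (0.142 with median scaling and 0.0738 with the mean of probes) and Serpine2 (0.0573 to 0.205 with quantile normalization, median scaling, normexp background correction, the mean of probes and the authors' table), and Serpine2 passed under 5 of 22 alternatives in all. Ccl8 passed with scaling to the median of each array (adjusted p = 0.0446), with normexp background correction (0.0340) and with limma's trend and robust options (0.0258).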

**Table 1:** Gene Ontology (GO) pathways associated with cMSC aging

	Name	ID	*p*‐value	*q*‐value FDR B&H	Hit count
(A) GO: Biological process (Up‐regulated genes)					
1	Immune response	GO:0006955	1.92E−23	4.62E−20	95/1572
2	Cellular response to cytokine stimulus	GO:0071345	2.14E−17	1.15E−14	54/713
3	Cytokine production	GO:0001816	3.88E−15	1.87E−12	50/700
4	Secretion	GO:0046903	1.00E−11	2.09E−09	62/1228
5	Regulation of cell proliferation	GO:0042127	3.31E−11	6.38E−09	74/1666
6	Acute inflammatory response	GO:0002526	4.36E−10	6.78E−08	19/159
7	Regulation of endopeptidase activity	GO:0052548	1.52E−09	2.25E−07	29/393
8	Response to wounding	GO:0009611	5.09E−09	6.81E−07	48/967
9	Leukocyte migration	GO:0050900	6.96E−08	6.98E−06	26/386
10	Regulation of angiogenesis	GO:0045765	7.34E−08	7.15E−06	20/239
(B) GO: Biological process (Down‐regulated genes)					
1	Cell morphogenesis involved in differentiation	GO:0000904	1.04E−06	8.91E−04	25/840
2	Axonogenesis	GO:0007409	1.39E−06	9.54E−04	18/475
3	Striated muscle tissue development	GO:0014706	1.13E−05	2.28E−03	15/397
4	Positive regulation of hydrolase activity	GO:0051345	5.52E−05	5.41E−03	23/929
5	Regulation of GTPase activity	GO:0043087	6.19E−05	5.61E−03	19/688
6	Negative regulation of cell death	GO:0060548	6.22E−05	5.61E−03	24/1001

Note

Main biological processes identified by genes significantly up‐regulated (A) or down‐regulated (B) in aged cMSCs compared with young cMSCs (absolute Log_2_FC > 0.5; *p*‐value ≤ 0.01) based on microarray analysis.

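Regulators of small GTPases and of G protein signaling moved both ways in aged cMSCs. Rasgrf1, an exchange factor that activates Ras, rose by 1.94 (standard error 0.13, adjusted p = 0.000264) on the log2 scale, and Rgs4, which shortens signaling of G protein-coupled receptors as does Rgs6, rose by 1.17 (standard error 0.22, adjusted p = 0.0284). Of 37 GTPase activators and exchange factors tested, 3 rose, Rasgrf1, Rgs4 and Arhgap15, and 3 fell, Rgs6, Evl and Tbc1d4, with Arhgap15 and Tbc1d4 named after their values were seen (4 rose and 10 fell when adjusted over the list alone). As a list they did not pass camera's test against other genes (adjusted p = 0.799, and adjusted p = 0.942 with an estimated correlation), with a median of 0.063 and a mean of -0.041. Evl, described above as an actin regulator, was in the list as written and is its lowest member. The counts and the mean thus do not describe activators and exchange factors alone. Of 24 genes of striated muscle development, the fibroblast growth factor gene Fgf9 rose and Wnt5a fell (3 rose and 5 fell when adjusted over the list alone), and that list did not pass either (camera, adjusted p = 0.433, and adjusted p = 0.788 with an estimated correlation). The cardiac transcription factor gene Nkx2-5 had a log2 fold change of -0.65 (standard error 0.36, adjusted p = 0.500) and was well above background on 1 aged array. Without some pools the adjusted p was 0.05 or more for Rgs4 (0.0604 to 0.0940 without aged replicates 1, 2, 3 or 4 or young replicate 3) and Arhgap15 (0.0562 to 0.0793 on leaving out any pool but aged replicates 1 and 4), and other settings had the same effect on Arhgap15 (0.0547 to 0.269 with normexp background correction, the trend and robust options and the authors' table). The terms of Table 1 come from a gene ontology annotation that is not used here, so these lists stand in for it.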

Some of the biological processes defined by genes up‐regulated in aged cMSCs, such as response to wounding and angiogenesis, could be directly related to their progenitor functions. 

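Several growth factor genes and regulators of angiogenesis rose in aged cMSCs. Runx1, a transcription factor of hemogenic endothelium, rose by 1.73 (standard error 0.17, adjusted p = 0.00139) on the log2 scale, Ereg, a ligand of the epidermal growth factor receptor, by 1.52 (standard error 0.18, adjusted p = 0.00368), and Chil1, a chitinase-like secreted glycoprotein, by 1.55 (standard error 0.27, adjusted p = 0.0209). The neurotrophin gene Bdnf rose by 1.34 (standard error 0.22, adjusted p = 0.0148) and Fgf9 by 1.25 (standard error 0.16, adjusted p = 0.00503). Of 39 angiogenic growth factors and modulators tested, 9 rose, Hgf among them, and 2 fell, the non-canonical Wnt ligand gene Wnt5a, which fell by 0.78 (standard error 0.13, adjusted p = 0.0153), and Angptl1, named after its value was seen (18 rose and 3 fell when adjusted over the list alone). Camera tested the list as higher than other genes (adjusted p = 2.12e-07), with adjusted p = 0.231 with an estimated correlation, and its median was 0.33. In the same pools neutrophil markers had a mean of 1.01, mesothelial and epicardial markers one of 0.81, macrophage markers one of 0.34 and cardiomyocyte markers one of -0.42. Their medians were 0.55, 0.52, 0.32 and -0.50, and the 8 neutrophil markers outside the acute phase list had a mean of 0.42. Calls that ended on leaving out 1 pool were those of Chil1 (0.0537 to 0.0656 without aged replicate 1 or young replicates 3, 4 or 5), Bdnf (0.0553 without young replicate 3) and Angptl1 (0.0571 to 0.0790 without aged replicates 1, 2 or 3 or young replicates 2 or 4), given here as adjusted p without that pool. Each such fit has 1 pool and 1 residual degree of freedom fewer. The groups did not overlap for any of these genes, so a lost call does not show that it rested on that pool.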

We then assessed whether aging could modify the vascular differentiation potential of cMSCs (Figure S2a‐h). Both young and aged cMSCs differentiated toward the endothelial cell lineage after culture in differentiation media but young cMSCs had higher expression of several endothelial markers at the transcriptional (*Cadh5* and *Pecam1*) and protein (vWF) levels compared with aged cMSCs (Figure S2a‐d). Conversely, SMC differentiation efficiency was higher for aged cMSCs compared with young, with higher expression of αSMA (protein and mRNA levels), *Cnn1* and *Myocd* compared with young cMSCs (Figure S2e‐h).

Together these results revealed that aging was associated with cMSCs senescence and SASP acquisition and has modified the vascular cell differentiation capability of cMSCs.

### 2.2 CCR2‐dependent chemoattraction of monocytes by aged cMSCs associated with increased frequencies of cardiac CCR2+ macrophages in aged mice

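Several chemokine and cytokine genes rose in aged cMSCs. Cxcl5, which attracts neutrophils, rose 6.83-fold, a log2 fold change of 2.77 (standard error 0.31, adjusted p = 0.00286), and Cxcl14, a chemokine of epithelia and stroma, rose by 1.03 (standard error 0.16, adjusted p = 0.0113). Il7, the survival factor of lymphocytes, rose by 1.95 (standard error 0.19, adjusted p = 0.00144) and was well above background on 1 of 4 young and all 4 aged arrays, so the size of its fold is uncertain (0.68 with normexp background correction and 1.06 with the authors' table). Il33, an alarmin of stromal cells, rose by 0.68 (standard error 0.075, adjusted p = 0.00272) and Il34, a ligand of the macrophage growth factor receptor Csf1r, by 1.03 (standard error 0.19, adjusted p = 0.0238). Cxcl12, which retains hematopoietic cells through the receptor Cxcr4, had a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.0644), with 0.28 at a further probe. Of 22 chemokines tested, 5 rose, Cxcl5, Cxcl14, Cx3cl1, the T cell chemokine Ccl17 with 1.36 (standard error 0.25, adjusted p = 0.0264) and Cxcl16, which is named after its value was seen, and none fell (10 rose when adjusted over the list alone; camera adjusted p = 1.43e-10, and adjusted p = 0.231 with an estimated correlation). Of 25 genes of cytokines and the TNF family, 7 rose, among them Tnfsf15, a ligand of death receptor 3, with 1.01 (standard error 0.16, adjusted p = 0.0126), and none fell (10 rose when adjusted over the list alone; camera adjusted p = 4.64e-08, and adjusted p = 0.231 with an estimated correlation). The mean log2 fold change was 0.34 over macrophage, 1.01 over neutrophil, 0.81 over mesothelial and epicardial and -0.42 over cardiomyocyte markers. Medians of these lists were 0.32, 0.55, 0.52 and -0.50, and the mean of the 8 neutrophil markers outside the acute phase list was 0.42. Ccl17 was well above background on 2 of 4 young arrays, and omitting pools took the adjusted p to 0.05 or more for Il34 (0.0566 to 0.0816 without aged replicate 1 or young replicates 3, 4 or 5), Ccl17 (0.0755 to 0.0823 without aged replicate 3 or young replicates 3, 4 or 5) and Cxcl16 (0.0531 to 0.0796 on leaving out any pool but young replicate 2). Cxcl12 passed without aged replicate 4 (adjusted p = 0.0279), with normexp background correction (0.0466) and with limma's trend and robust options (0.0291), while Tnfsf15 (0.0999 with normexp background correction), Ccl17 (0.299 with normexp background correction), Il34 (0.0923 with the mean of probes) and Cxcl16 (0.0802 with median scaling) did not pass under these settings, Ccl17 having a log2 fold change of 0.45 with normexp.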

The expression of chemokines (*Ccl2, Ccl8, Cxcl12*, and *Cx3cl1*) and cytokines (*Il33, Il34* and *Il7*) associated with the acquisition of a SASP by aged cMSCs could confer an increased ability of cMSCs to interact with immune cells (Figure 1g). Conversely, aged vascular endothelial cells (EC) did not up‐regulate *Ccl2* and *Ccl8* with aging (Figure S3a). As these chemokines are CCR2 ligands and known to play a major role in monocyte recruitment, we compared the ability of young and aged cMSCs to recruit monocytes using a chemotaxis assay (Figure 2a,b). Aged cMSCs attracted more monocytes than young cMSCs, and the inhibition of CCR2 by RS504393 prevented this increase (Figure 2a,b). These results showed that aged cMSCs increased monocyte recruitment through CCR2 activation, supporting a key role of these cells in cardiac monocyte recruitment.

**Figure 2:**
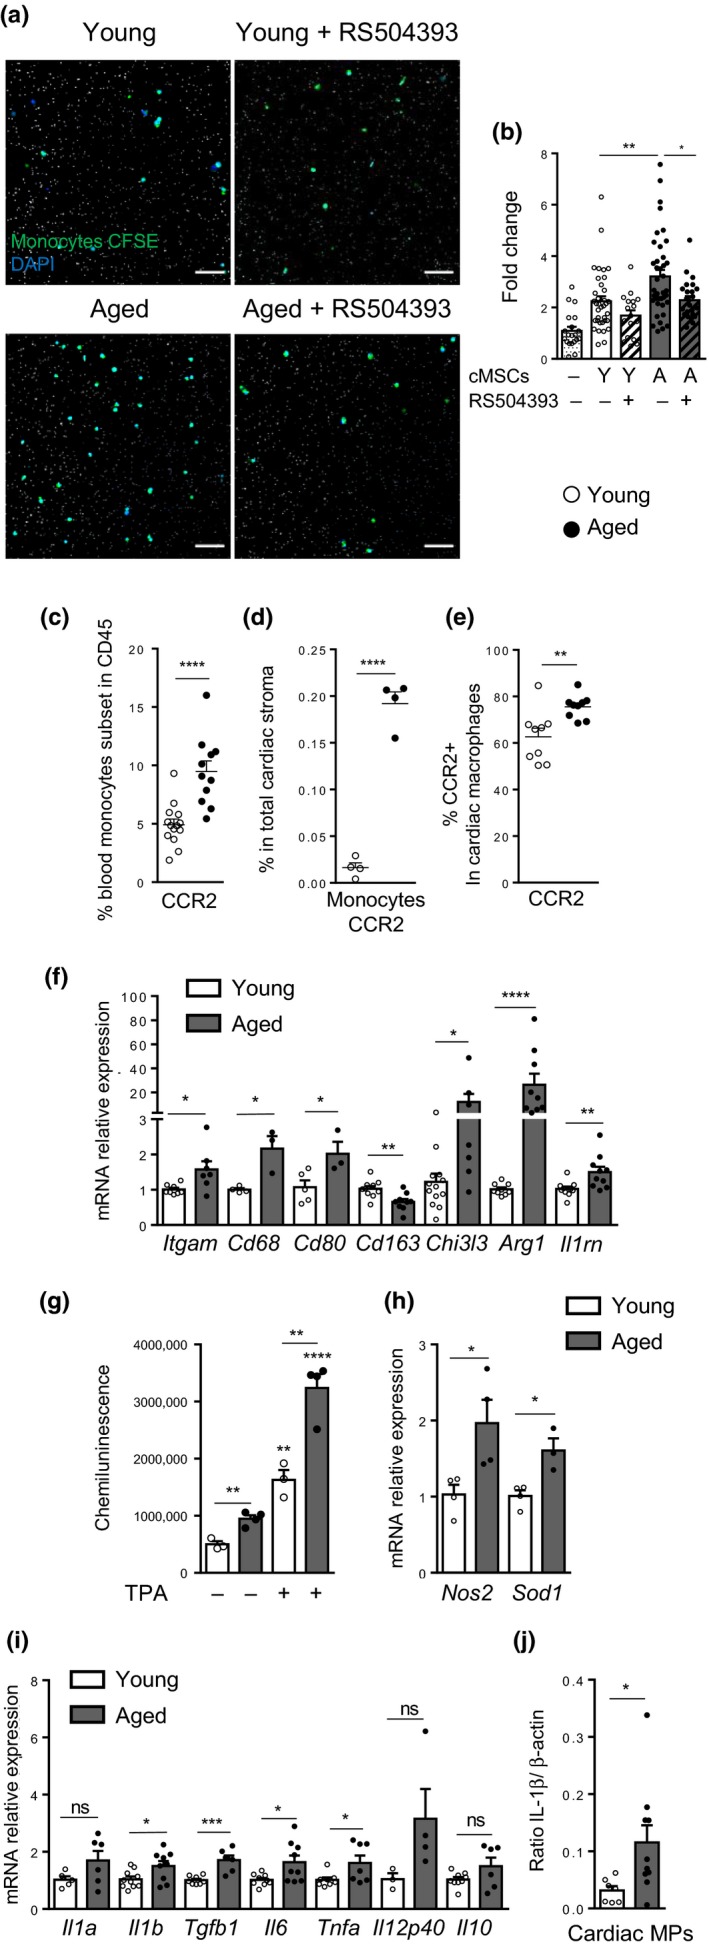
CCR2‐dependent chemoattraction of monocytes by aged cMSCs is associated with an increased frequency of cardiac CCR2+ macrophages in aged mice. (a–b) Representative imaging (a) and fold change number (b) of monocytes (CFSE: green) attracted by cMSCs from young (Y) or aged (A) mice compared with medium (pores: white; nuclei: blue). Monocytes were pretreated (or not) with the CCR2 antagonist (RS504393). Scale bar, 50 µm. (c–d) Percentage of CCR2+ monocytes in blood CD45+ cells (c) (young (*n* = 14) and aged (*n* = 11) mice) or in cardiac stromal cells (d) (*n* = 5 young and *n* = 4 aged mice). (e) Percentage of CCR2+ cells within cardiac macrophages (cMPs) (*n* = 9 young and *n* = 9 aged mice). (f–j) Expression of M1/M2 markers by young or aged cMPs. Relative mRNA expression of M1/M2 genes by young (*n* = 6–10) or aged (*n* = 6–10) cMPs (f) basal and TPA‐induced ROS production (g) and relative mRNA expression of *Nos2* and *Sod1* (h) from aged cMPs (*n* = 4) compared with young (*n* = 3–4). Relative mRNA expression of cytokines (i) genes from aged cMPs compared with young (*n* = 6–10 mice per group). Quantification of IL‐1β protein (j) in young (*n* = 7) or aged (*n* = 10) cMPs by capillary‐based Western blot normalized by β‐actin. Data are expressed as means ± *SEM*. *p < 0.05, **p < 0.01, ***p < 0.001, **** *p* < 0.0001 versus young group

To determine whether aging was associated with increased monocyte recruitment in the heart, blood monocytes and cardiac monocytes were analyzed by flow cytometry. Aged mice had higher percentages of circulating CCR2+ monocytes (Ly6C+ CD62L+ CX3CR1^low^) in the blood (Figure 2c, Figure S3b‐d) and of CCR2+ monocytes (Ly6C+ MHCII‐ CD64‐) in cardiac stroma compared with young mice (Figure 2d, Figure S3i). While the absolute number of cardiac macrophages (cMPs) per mice was not consistently modified with aging (Figure S3i), the frequency of CCR2+ cells in cMP population increased with age (Figure 2e; Figure S3e). The CCR2+ cMPs from aged mice had higher expression of MHCII and Ly6C compared with young (Figure S3f,g), revealing that aging favored the conversion of CCR2+ monocytes into activated CCR2+ cMPs in the heart.

To assess the potential impact of the cMP population shift on the cardiac microenvironment during aging, we cell‐sorted total cMP population and confirmed higher *Ccr2* gene expression in aged cMP pool compared with young (Figure S3j). Aging was associated with an up‐regulation in mRNA levels of both M1 (*Itgam*, *Cd68, Cd80*) and M2 markers (*Chi3l3*, *Arg1*, and *Il1rn*) (Figure 2f). Cardiac MPs from aged mice had higher production of ROS both at basal state and after NADPH oxidase stimulation (Figure 2g) which correlated with increased mRNA levels for the *Nos2* and *Sod1* enzymes (Figure 2h). Gene expression of the pro‐inflammatory cytokines, *Il1b, Tnfa* and *Il6*, and of the pro‐fibrotic cytokine *Tgfb1* also increased with aging while *Il10* was not modified (Figure 2i).

Levels of the mature form of the IL‐1ß protein also increased in cMPs with aging (Figure 2j, Figure S3k), confirming the higher propensity of aged cMPs to produce this cytokine in the cardiac microenvironment. These results show that with aging, the cMP pool is modified with increased frequencies of CCR2+ cMPs that could account for the observed M1/M2 mixed profile and the increased IL‐1ß production.

### 2.3 Treatment of cMSCs by IL‐1ß mimicked the phenotypic changes associated with aging

We hypothesized that some pro‐inflammatory mediators produced by cMPs during aging could in turn affect surrounding stromal cells and contribute to the phenotypic changes observed in aged cMSCs. Indeed, one of the GO biological processes enriched by our differential expression analysis was the “cellular response to cytokine stimulus” (Table 1, Figure S4a).

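Several receptors of cytokines rose in aged cMSCs. Csf2rb2, a beta chain of the interleukin-3 receptor, rose by 0.87 (standard error 0.081, adjusted p = 0.00134) on the log2 scale, Osmr, a receptor chain of oncostatin M, by 0.88 (standard error 0.16, adjusted p = 0.0238), Il13ra1, a chain shared by receptors of interleukin-4 and interleukin-13, by 0.59 (standard error 0.092, adjusted p = 0.0126), and Crlf2, the receptor of thymic stromal lymphopoietin, by 0.51 (standard error 0.11, adjusted p = 0.0401). Of 24 cytokine receptors tested, these 4 rose and none fell (10 rose when adjusted over the list alone), and the list was higher than other genes (camera, adjusted p = 3.59e-07, and adjusted p = 0.272 with an estimated correlation). Of 36 genes of the IL-1 and NF-kB response, 5 rose, Lcn2, Cxcl5, Chil1, Mmp3 and Nfkbie, which is named after its value was seen, and none fell (12 rose when adjusted over the list alone), with a median of 0.45 (camera, adjusted p = 1.28e-11, and adjusted p = 0.305 with an estimated correlation). Lcn2 and Mmp3 stand in Table S1, and Figure S4a shows genes of the IL-1β and TNF-α responses on these arrays. Both had been read when the list was written, so its result is not independent evidence. Macrophage markers, neutrophil markers, mesothelial and epicardial markers and cardiomyocyte markers had list medians of 0.32, 0.55, 0.52 and -0.50. Adjusted p values of at least 0.05 without a pool were found for Osmr (0.0504 to 0.0827 on leaving out any pool but aged replicate 2 and young replicate 2), Crlf2 (0.0699 to 0.116 on leaving out any pool but aged replicate 4), Lcn2 (0.0565 to 0.0794 without aged replicate 3 or young replicates 3, 4 or 5), Chil1 (0.0537 to 0.0656 without aged replicate 1 or young replicates 3, 4 or 5) and Nfkbie (0.0521 to 0.0794 without aged replicates 2 or 3 or young replicates 2, 3 or 5), and with other processing for Osmr (0.0752 with the mean of probes), Crlf2 (0.161 with median scaling) and Il13ra1 (0.0764 with median scaling).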

As IL‐1R1 expression was up‐regulated in aged cMSCs at both the mRNA (Table S1) and protein levels (Figure S4b), IL‐1β could be one of the cytokines that modify gene expression of aged cMSCs. 

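Il1r1, the signaling receptor of interleukin-1, had a log2 fold change of 0.44 (standard error 0.12, adjusted p = 0.110) in aged cMSCs, with an unadjusted p = 0.00605 from limma. Its probe lies on chromosome 1 from 40372667 to 40372726 of mm9, and its normalized log2 signal was 2.80 ± 0.11 (SD, n = 4) in young and 3.25 ± 0.23 (SD, n = 4) in aged pools. Every aged pool was above every young pool (exact permutation test, two-sided p = 0.029).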

Repeated in vitro treatments of cMSCs with IL‐1ß induced the expression of *Cdkn2b* (p15) and *Cdkn2a* (p16) (Figure 3a) and decreased their proliferative and clonogenic potentials (Figure 3b,c). This treatment induced *Ccl8* and *Ccl2* gene expression (Figure 3d), secretion of CCL2 (Figure 3e) and, consequently, increased the ability of cMSCs to attract monocytes compared with untreated (Figure 3f). Our transcriptomics analysis revealed enrichment of the “response to IFN‐β” pathway (Figure S4a), and IFN‐β has been previously described as a cytokine involved in paracrine senescence (Yu et al., 2015). Thus, we compared the responses to IFN‐β versus IL‐1ß. 

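Several genes that type I interferon induces rose in aged cMSCs. Mx1, a GTPase that blocks RNA viruses, rose 3.35-fold, a log2 fold change of 1.75 (standard error 0.18, adjusted p = 0.00211), which became 0.91 with normexp background correction (adjusted p = 0.00205), and Oas1a, which synthesizes the activator of RNase L, rose by 1.63 (standard error 0.24, adjusted p = 0.00930). Ifitm1, a membrane protein that restricts viral entry, rose by 2.14 (standard error 0.45, adjusted p = 0.0407), Ifi44 by 1.61 (standard error 0.27, adjusted p = 0.0178) and Irf7, the transcription factor that amplifies interferon production, by 0.95 (standard error 0.20, adjusted p = 0.0416). Of 38 genes of the type I interferon response tested, 12 rose and none fell (29 rose when adjusted over the list alone), with a median of 0.59. Interferon-induced genes were higher than other genes (camera, adjusted p = 5.36e-22), with adjusted p = 0.251 with an estimated correlation. The mean of the list was higher in every aged pool than in every young pool (exact permutation test, two-sided p = 0.029). For Mx1, Oas1a, Ifitm1, Ifi44 and Irf7, aged replicate 4 was the highest aged pool and young replicate 5 the lowest young pool. The list differed by a mean of 0.84 in the slide row that held both of these pools and by 0.51 in the other. Of 18 genes of MHC class I presentation, H2-K1 with 0.66 (standard error 0.14, adjusted p = 0.0397), H2-T23 with 0.66 (standard error 0.14, adjusted p = 0.0438) and H2-M3 with 0.46 (standard error 0.093, adjusted p = 0.0372) rose and none fell (11 rose when adjusted over the list alone; camera adjusted p = 7.34e-07, and adjusted p = 0.305 with an estimated correlation). Nlrc5, a transactivator of MHC class I genes, was the single gene of 21 in the interferon gamma response that rose, by 1.96 (standard error 0.30, adjusted p = 0.0121) (8 rose when adjusted over the list alone; camera adjusted p = 4.28e-07, and adjusted p = 0.389 with an estimated correlation). Figure S4a, read before the lists were written, shows genes of the IFN-β and IFN-γ responses on these arrays, so the interferon lists are not independent evidence. Beside these lists, the 6 brightest macrophage markers had a median of 0.22, the 8 neutrophil markers outside the acute phase list a mean of 0.42 (all 10 one of 1.01), mesothelial and epicardial markers a mean of 0.81 and the 6 brightest cardiomyocyte markers a mean of -0.45. Mesothelial and epicardial markers had a median of 0.52. The calls of some members did not survive the loss of a pool, with adjusted p for Ifitm1 (0.0827 to 0.103 on leaving out any pool but aged replicates 2 and 4), Ifi44 (0.0523 to 0.0568 without young replicates 2, 4 or 5), Irf7 (0.0504 to 0.0991, whichever of the 8 pools was left out), H2-K1 (0.0509 to 0.0945, whichever of the 8 pools was left out), H2-T23 (0.0595 to 0.109 on leaving out any pool but aged replicate 4) and H2-M3 (0.0566 to 0.107, whichever of the 8 pools was left out). Other settings also took the adjusted p past 0.05, for Ifitm1 (0.0592 with the slide row as a block), Irf7 (0.0641 with the slide row as a block), H2-K1 (0.0588 with the slide row as a block), H2-T23 (0.0598 with the slide row as a block) and H2-M3 (0.154 with median scaling).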

While IFN‐β treatment up‐regulated expression of *Irf7*, a type I interferon‐response gene, it did not affect expression of the senescence‐associated genes (*Cdkn2a, Cdkn2b*) nor the SASP chemokines (*Ccl2, Ccl8*) (Figure S4c–e). These data revealed that cMSCs are prone to paracrine senescence in response to IL‐1ß but not IFN‐ß. Interestingly, treatment with IL‐1ß, but not IFN‐ß, decreased the expression of CD90, a classical marker of the mesenchymal lineage, at both the mRNA and protein levels (Figure 3g–i and Figure S4f).

**Figure 3:**
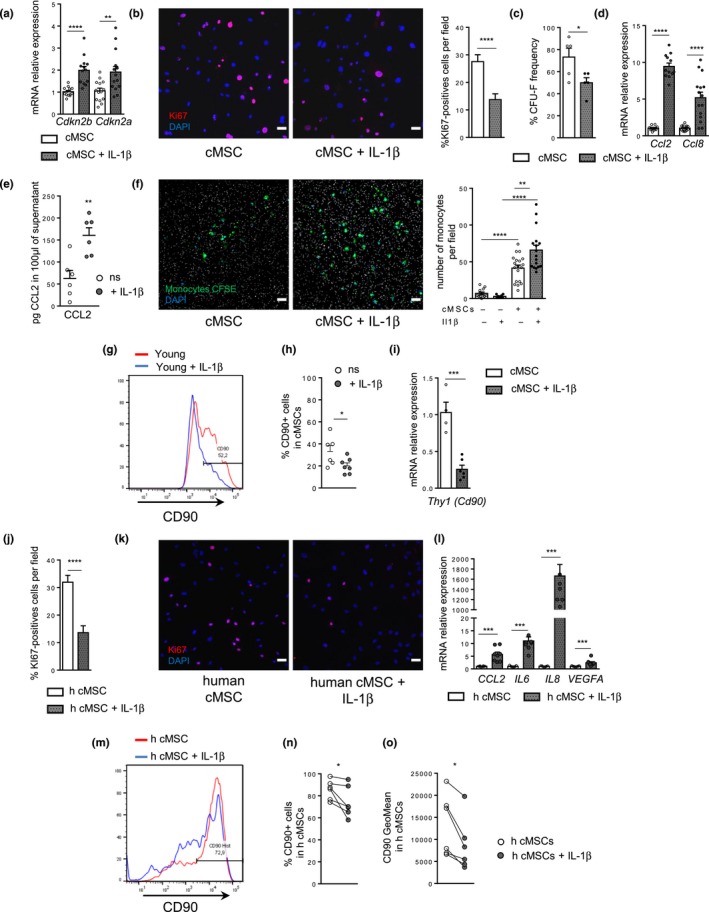
Treatment of cMSCs with IL‐1ß mimicked the phenotypic changes associated with aging. (a) Relative mRNA expression of CDKIs from cMSCs treated with IL‐1ß (+ IL‐1ß) versus untreated. (b) Representative immunostaining (left) with anti‐Ki67 antibody (red) and quantification (right) of proliferative cells in cMSCs ± IL‐1ß (Nuclei: blue). Scale bar, 50 µm. (c) Frequency of CFU‐F from cMSCs ± IL‐1ß (*n* = 5 per condition). (d) Relative mRNA expression of *Ccl2* and *Ccl8* from cMSCs + IL‐1ß versus untreated. (e) CCL2 concentration in 48h supernatants of cMSCs ± IL‐1ß (*n* = 6 per condition). (f) Representative imaging (left) and number quantification (right) of monocytes (CFSE: green) per field (pores: white, nuclei: blue). Scale bar, 50 µm. (g‐h) Representative histogram (g) and GeoMean (h) of CD90 in cMSCs treated (*n* = 7) or not (*n* = 6) with IL‐1ß. (i) Relative mRNA expression of *Thy1* (CD90) in cMSCs + IL‐1ß (*n* = 6) versus untreated (*n* = 4). (j‐o) IL‐1ß treated human cMSCs. Percentage (j) of proliferative cells and representative immunostaining (k) with anti‐Ki67 antibody (red) in human cMSCs (h cMSC) ± IL‐1ß (*n* = 3 patients). Scale bar, 50 µm. (l) Relative mRNA expression of SASP factors by h cMSC + IL‐1ß versus untreated (*n* = 3 patients). Histogram (m) and quantification (percentage (n), GeoMean (o)) of CD90 in h cMSCs ± IL‐1ß (*n* = 6 patients). Results are expressed as means ± *SEM*. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus untreated group

To determine whether IL‐1ß could exert similar effects on human cells, cMSCs from cardiac biopsies of patients with advanced heart failure, characterized by expression of CD73, CD29 and CD140a (Figure S5a), were treated in vitro by IL‐1ß.

IL‐1ß also decreased proliferative activity (% Ki67+) (Figure 3j,k) of human cMSCs and increased expression of the main SASP components (*CCL2, IL6, IL8, VEGFA*) (Figure 3l). Down‐regulation of CD90 was also observed after IL‐1ß treatment for human cMSCs (Figure 3m–o). Hence, these results identified IL‐1ß as a potent mediator of paracrine senescence for both murine and human cMSCs, which also decreased the expression of CD90 in cMSC population.

### 2.4 Loss of CD90 expression is a hallmark of cMSC aging

To examine the phenotypic changes associated with aging in cMSCs, expression of several classical mesenchymal markers (Jones & Schafer, 2015; Mendez‐Ferrer et al., 2010; Pinho et al., 2013) was evaluated separately by flow cytometry. While expression of integrin‐αV (CD51), integrin‐ß1 (CD29), mEFSK4 and CD73 was not significantly modified with aging (Figure S5c,d), CD90 and CD34 expressions were decreased (Figure 4a,b).

**Figure 4:**
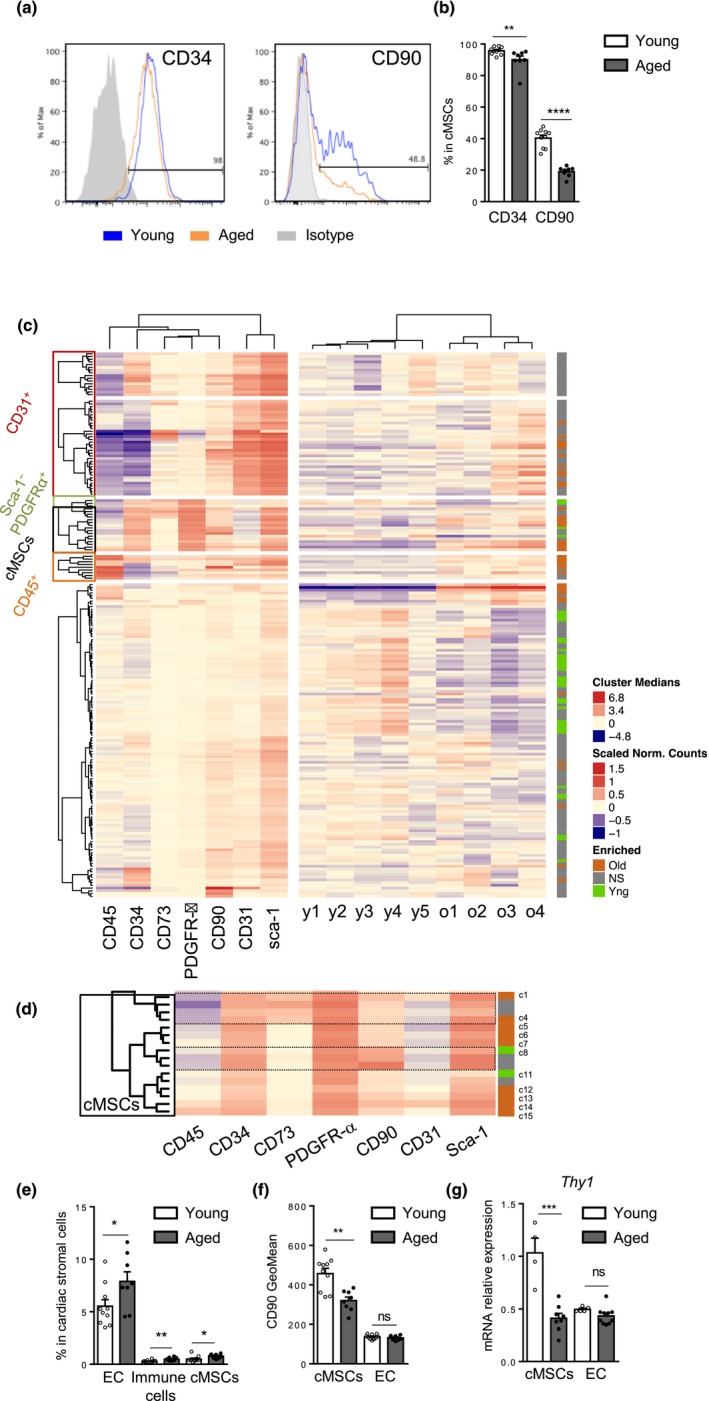
Loss of CD90 expression is a hallmark of cMSC aging. (a–b) Representative histograms (a) and percentages (b) of CD34 and CD90 in young (blue) and aged (orange) cMSCs, and isotype control (gray) (*n* = 8–10 mice per group). (c–d) Heatmap representation of DECyt method (c). (Left) Median fluorescence intensity of surface markers per cluster. (Middle) Relative count per cluster of young (y1‐y5, *n* = 5) or aged (o1‐o4, *n* = 4) cardiac stromal cells from individual mice. (Right) Cluster significantly enriched in aged cells (orange) or in young cells (green). Enlargement of cMSC clusters (d). (e) Percentage of endothelial cells (EC, CD31+), immune cells (CD45+) and cMSCs in cardiac stromal cells by flow cytometry (*n* = 10 young and *n* = 8 aged mice). (f–g) Expression of CD90 at (f) the protein (GeoMean) or (g) relative mRNA (*Thy1*) levels in young and aged cMSCs or EC. Data are expressed as means ± *SEM*. *p < 0.05, **p < 0.01, ***p < 0.001, **** *p* < 0.0001 versus young group

In order to characterize cMSC subset diversity within cardiac stroma, we generated a new method named DECyt (Figure 4c). Hierarchical clustering of all cardiac stromal cells from young and aged mice was performed using 7 surface markers. Cells are partitioned into subpopulations (or clusters) by cutting the resulting tree at a specific height. Within each partition, the number of cells observed per mice is taken as a count matrix for use with DESeq (Love, Huber, & Anders, 2014) in order to find significant differential subpopulations. Results are shown in Figure 4c as side by side heatmaps summarizing, for each cluster, the fluorescence intensity of the markers (left), the relative count of cells per mice (middle), and the statistical significance between young and aged mice (right). Analysis of all cardiac stroma revealed that expression of some classical mesenchymal markers (Sca‐1, CD73, CD34, CD90) was also shared by other cell types such as endothelial and immune cells. Thanks to the hierarchical clustering, we could observe, within cardiac stroma, age‐related changes in cMSC as well as in EC (CD31+) and immune cell (CD45+) clusters confirmed by classical flow cytometry analysis (Figure 4c–e).

All cMSC clusters expressed CD34, whereas expression of CD90 or CD73 defined distinct subpopulations. Interestingly, expression of CD90 defined cMSC subsets specifically enriched in young cells as identified in cluster 8 (c8). In contrast, cMSC clusters with low levels of CD90 (c1, c4‐7, c12‐15) were significantly enriched with aging (Figure 4c,d). Loss of CD90 with aging was specific to cMSCs when compared to EC, as confirmed by classical analysis of CD90 GeoMean and *Thy1* gene expression (Figure 4f,g).

In conclusion, aging induced major changes in cardiac stromal cell diversity with a specific decrease of the CD90 subset in cMSC population.

### 2.5 CD90 expression identified a cMSC subset more prone to differentiate toward the endothelial cell lineage

To verify that both the CD90‐ and CD90+ cMSCs belonged to the same cell population, we analyzed the expression of genes related to the cardiac mesenchymal lineage. Both CD90‐ and CD90+ cMSCs subsets from young mice expressed higher levels of *Tcf21*, *Tbx20*, *Tbx5*, *Hand2* and *Gata4* transcription factors compared with EC (Figure 5a), confirming the pro‐epicardial origin of both cMSC subsets (Chong et al., 2011; Noseda et al., 2015).

**Figure 5:**
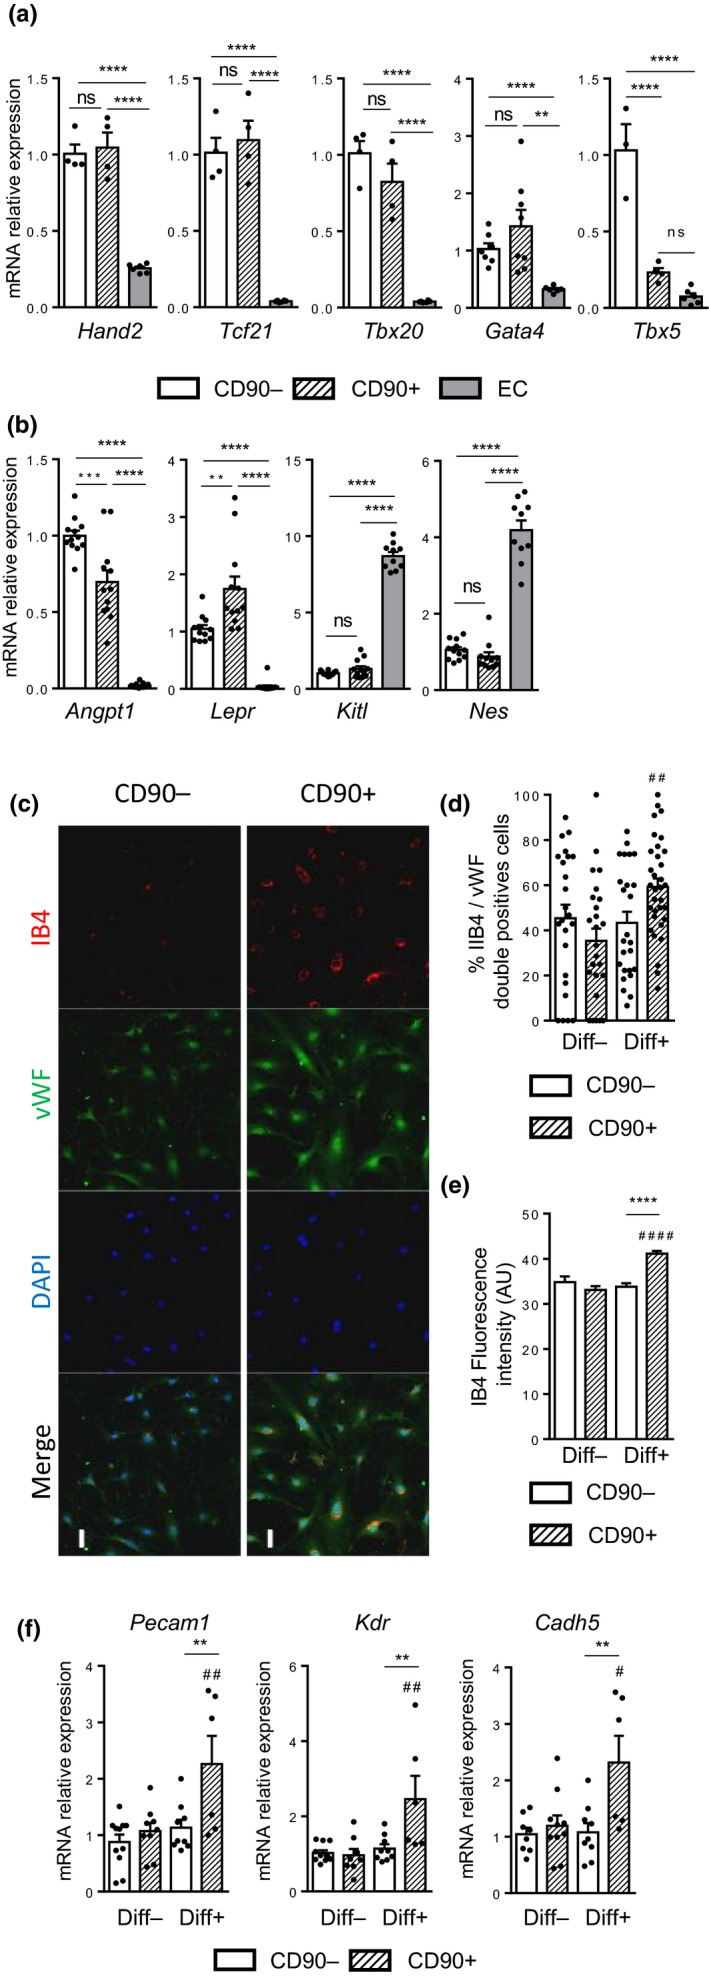
CD90+ expression defines a cMSC subset more prone to differentiate toward the endothelial cell lineage. (a‐b) Relative mRNA expression of pro‐epicardial (a) or stem cell niche (b) genes from young CD90‐ cMSCs (control group, CD90−, *n* = 4–13), CD90+ cMSCs (CD90+, *n* = 4–13), or endothelial cells (EC, *n* = 6–16). (c–f) Endothelial differentiation of young CD90+ or CD90‐ cMSCs. (c) Representative immunostaining with IB4 (red) and anti‐vWF (green) of CD90+ or CD90‐ cMSCs after culture with differentiation factors (nuclei: blue). Scale bar: 50 µm. (d) Percentage of differentiated cells (IB4 and vWF co‐expression) without (Diff‐) or with (Diff+) differentiation factors (*n* = 11 per group). (e) Fluorescence intensity of IB4 per cell (AU) per condition (*n* = 11 per group). (f) Relative mRNA expression of endothelial genes in CD90+ or CD90‐ cMSCs without (Diff‐) or with (Diff+) differentiation factors compared with Diff‐ CD90‐ (*n* = 6–11). Data are expressed as means ± *SEM*. (d‐f) §: Compared with CD90− Diff‐; #: Compared with CD90+ Diff ‐; * comparison between CD90‐ and CD90+ groups. *p < 0.05, **p < 0.01, ***p < 0.001, **** *p* < 0.0001

We then tested the expression of classical genes related to bone‐marrow (BM)‐MSC function and involved in the maintenance of the hematopoietic stem cell niche (Isern et al., 2014). *Kitl* and *Nes* had low expression in young CD90 + and CD90‐ cMSCs, whereas *Lepr* and *Angpt1* genes were significantly enriched in cMSCs compared with EC (Figure 5b). CD90+ cMSCs had higher *Lepr* expression than the CD90‐ subset. In contrast, expression of the *Angpt1* gene was higher in the CD90‐ cMSC subset (Figure 5b), suggesting a role of this subset in the regulation of angiogenesis through cross talk with ECs and stabilization of quiescent vessels (Carmeliet & Jain, 2011).

When the entire cMSC population from young and aged mice was stimulated with angiogenic factors for EC differentiation, *Thy1* mRNA (CD90) was up‐regulated (Figure S2i). However, these cells still expressed *Pdgfra* and *Ly6a* (Sca‐1) (Figure S2j) suggesting partial triggering of EC fate, resembling vasculogenic mimicry (Carmeliet & Jain, 2011).

We so compared young CD90+ and CD90‐ cMSC subsets for their vascular differentiation potentials. The CD90+ cMSC subset was characterized by an increased potency to differentiate toward the EC lineage in response to differentiation medium with higher fluorescence intensity of vWF and Isolectin B4 compared with the CD90‐ subset (2‐way ANOVA *p* = 0.01) (Figure 5c‐f). Moreover, in EC differentiation medium, only the CD90+ subset showed significant induction of *Cadh5* (2‐way ANOVA *p* = 0.027), *Pecam1* (2‐way ANOVA *p* = 0.04), and *Kdr* (2‐way ANOVA *p* = 0.0085) expression (Figure 5f). For SMC differentiation, we did not notice any significant difference between the two subsets except for the lower expression of αSMA protein in the CD90+ cMSCs (Figure S6a–d).

These data showed that CD90 expression helps to delineate a specific subset of cMSCs, with higher *Lepr* expression and more prone to acquire EC markers in response to VEGFA and FGF2.

### 2.6 Senescence of the cMSC CD90+ subset favored the acquisition of an endothelial‐like cell fate and correlated with the appearance of a new CD31+ cMSC subset in the aging heart

As we showed that aging decreased CD90+ cMSC frequencies, we asked whether aging could also impact the vascular differentiation potential of this subset. Young and aged CD90+ cMSC populations were cell‐sorted, cultured for 10 days without differentiation factors, and then tested for the acquisition of endothelial and smooth muscle cell markers. As shown in Figure 6a, aged CD90+ cMSCs expressed higher mRNA levels of *Pecam1, Kdr, Cadh5* and *Vwf* compared with young CD90+. No modulation of these genes could be detected for the CD90‐ subset (Figure 6a). On the contrary, aged CD90− cMSCs expressed higher mRNA levels of smooth muscle cell markers compared with young CD90−. No modulation or decreased expression of these markers was observed for the CD90+ subset (Figure S6e). Hence, these results showed that, with aging, the CD90+ and CD90‐ cMSC subsets spontaneously shifted in vitro toward two different cell fates, CD90+ cMSCs more prone to acquire EC markers and CD90‐ cMSCs, SMC ones.

**Figure 6:**
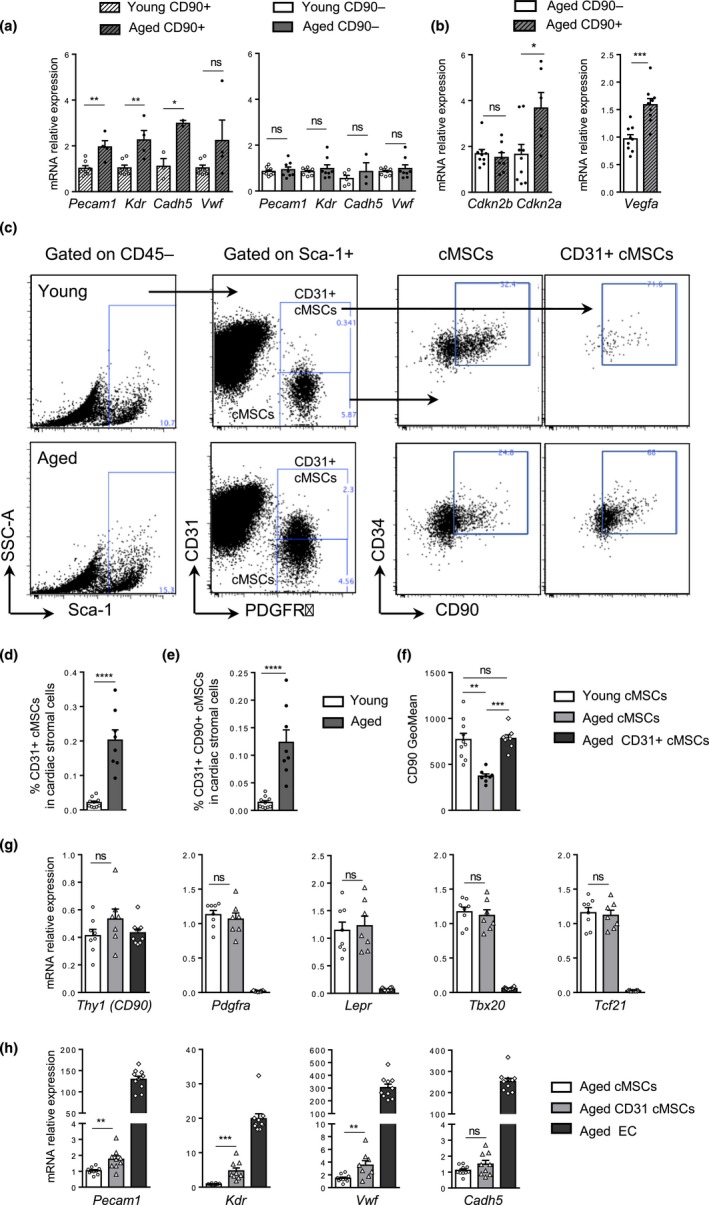
cMSC aging promoted acquisition of endothelial markers by the CD90+ subset and favored the emergence of a new CD31+ cMSC subset. (a) Relative mRNA expression of endothelial genes in young (*n* = 8) and aged (*n* = 8) CD90‐ (right) or CD90+ cMSC (left) subsets in vitro (control group: young CD90+). (b) Relative mRNA expression of CDKIs (left) or *Vegfa* (right) from ex vivo aged CD90+ (*n* = 9) or CD90‐ (*n* = 9) cMSCs (control group: young CD90‐, not shown). (c–f) Gating strategy (c) used to identify CD31‐ and CD31+ cMSCs by flow cytometry in cardiac stromal cells from young and aged mice (right) and dot plots of CD90 and CD34 in CD31‐ or CD31+ cMSCs (left). Histograms showed percentages of the CD31+ cMSCs (d) and of the CD90+ CD34+ CD31+ cMSC subset (e) in cardiac stromal cells from young (*n* = 10) and aged (*n* = 8) mice. (f) GeoMean of CD90 from young and aged CD31‐ cMSCs and from aged CD31+ cMSCs. (g‐h) Relative mRNA expression of mesenchymal (g) and endothelial (h) genes from ex vivo CD31‐ cMSCs (*n* = 8), CD31+ cMSCs (*n* = 8) and endothelial cells (*n* = 10) all from aged mice (control group: young CD31‐ cMSCs, not shown). Data are expressed as means ± *SEM*. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Interestingly, ex vivo, aged CD90+ cMSCs had higher *Vegfa* expression compared with young and aged CD90‐ cMSCs (Figure 6b). Moreover, induction of *Cdkn2a* but not *Cdkn2b* was superior in aged CD90+ cMSCs than in aged CD90‐ cMSCs (Figure 6b). We previously observed that expression of *Cdkn2a* was up‐regulated during in vitro vascular differentiation of the entire cMSC pool and, notably, in aged cMSCs in response to endothelial differentiation medium (Figure S2j).

These results suggested that the preferential up‐regulation of *Cdkn2a* in the CD90+ cMSC subset with aging could favor, along with pro‐angiogenic factors such as *Vegfa*, the triggering of an endothelial differentiation program.

To test whether the acquisition of endothelial markers by aged CD90+ cMSCs could be observed in vivo, we performed flow cytometry analysis of cMSCs from young and aged mice without prior exclusion of CD31+ cells (Figure 6c‐e). Indeed, rare CD31+ cMSCs could be detected within the cardiac stroma of aged mice, which expressed CD34 and higher CD90 levels than aged conventional (CD31−) cMSCs (Figure 6f). This new CD31+ cMSC subset could be related to the c14 cluster identified in the DECyt heatmap, significantly up in aged mice and positive for CD31, CD34 and CD90 (Figure 4d). In order to better characterize this age‐related subset, the CD31+ cMSC, as well as the conventional (CD31‐) cMSC subset, and EC were cell‐sorted from aged mice and compared with young cMSCs (Figure 6g‐h). The CD31+ cMSC subset maintained signature gene expression of the mesenchymal lineage with similar levels of *Lepr*, *Pdgfra*, *Tbx20* and *Tcf21* as conventional (CD31−) cMSCs (Figure 6g). However, the CD31+ cMSC subset had higher gene expression of endothelial markers such as *Pecam1*, *Kdr* and *Vwf* (Figure 6h).

In conclusion, aging favors the acquisition of endothelial markers by the CD90+ cMSC subset and could contribute to the emergence in the cardiac microenvironment of a new cMSC subset expressing CD31 and other classical endothelial genes. This subset retained expression of mesenchymal‐related genes, suggesting partial commitment to an endothelial cell fate.

## 3 DISCUSSION

In diverse organs, a better understanding of stroma heterogeneity and locally produced microenvironmental factors has revealed key roles for non parenchymal cells in tissue homeostasis (Gude, Broughton, Firouzi, & Sussman, 2018). Of the structural modifications classically observed in the aging heart, such as perivascular fibrosis, cardiomyocyte hypertrophy, microvascular rarefaction, and increased tortuosity of coronary vessels (Han, 2012; Pries et al., 2015), many are caused by stroma cells or interactions between stroma and parenchymal cells. Biology of some tissue‐specific progenitor cells in the human heart has been shown to be affected by aging and, by undergoing cellular senescence and acquisition of SASP, could have deleterious impact on cardiac homeostasis and repair during aging (Lewis‐McDougall et al., 2019). The development of new strategies to combat cardiovascular diseases in the elderly will depend on a better understanding of how aging modulates the cardiac microenvironment.

We have demonstrated that aging strongly impacts cMSC biology through the modulation of specific functions, such as differentiation potential and paracrine activity. The increased expression of immune mediators, such as *Cxcl12*, *Cxcl13*, *Il33*, *Tnfsf13b,* and *Il7* with aging, endowed cMSCs with features of lymph node fibroblastic reticular cells (LN FRC) (Malhotra et al., 2012), revealed by a strong similarity with the stromal gp38+ CD31‐ CD140a+ LN FRC transcriptomic profile (Sample GSM777055 (GSE15907), Immgen.org *p*‐value = 8.465 e^−19^). 

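Tnfsf13b, which encodes the B cell survival factor BAFF, rose in aged cMSCs by 1.00 (standard error 0.11, adjusted p = 0.00272) on the log2 scale. Its normalized log2 signal was 0.29 ± 0.074 (SD, n = 4) in young and 1.28 ± 0.20 (SD, n = 4) in aged pools. Cxcl13, the chemokine that guides B cells into follicles, was well above background on no young array and on 3 of 4 aged arrays, so the filter on dim probes leaves it out, and without that filter it was at least 4.01-fold higher in aged cMSCs (unadjusted p = 0.0131, adjusted p = 0.360). Without aged replicate 3 the filter keeps it, and it was at least 9.64-fold higher (adjusted p = 0.0113). Lymph node fibroblastic reticular cells are stromal cells that form the scaffold of T cell zones. Of 16 lymph node fibroblastic reticular cell genes tested, 5 rose, among them Il7, Il33 and Il34, and none fell (9 rose when adjusted over the list alone), and Pdpn, the gene of gp38, had a log2 fold change of 0.39 (adjusted p = 0.0389) and is named here after its value was seen. The list was higher than other genes (camera, adjusted p = 1.23e-09), with adjusted p = 0.231 with an estimated correlation, and contains genes that the paper names from these samples, which is not independent evidence. Over the same pools the mean log2 fold change was 0.34 for macrophage, 1.01 for neutrophil, 0.81 for mesothelial and epicardial and -0.42 for cardiomyocyte markers. As medians these were 0.32, 0.55, 0.52 and -0.50, and the 8 neutrophil markers outside the acute phase list had a mean of 0.42. Il34 and Pdpn lost their calls on leaving out pools, with adjusted p values for Il34 (0.0566 to 0.0816 without aged replicate 1 or young replicates 3, 4 or 5) and Pdpn (0.0741 to 0.123 on leaving out any pool but young replicate 5), and under other settings, with Il34 (0.0923 with the mean of probes) and Pdpn (0.0510 to 0.220 with quantile normalization, cyclic loess normalization, median scaling, normexp background correction, the slide row as a block and the authors' table).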

Similar phenotypic changes have also been observed in a subset of colonic MSCs in the context of colitis (Kinchen et al., 2018). The acquisition of the FRC phenotype, during both aging and chronic inflammation, could confer an increased ability of MSCs to interact with immune cells.

Indeed, with aging, cMSCs, but not vascular ECs, up‐regulated *Ccl2* and *Ccl8* expression and increased the recruitment of monocytes by a CCR2‐dependent mechanism. This functional change correlated with an enrichment of monocyte‐derived CCR2+ macrophages in the cardiac MP pool. Previous reports have shown that the cardiac CCR2+ MP subset expresses IL‐1ß and is causally associated with pathological myocardial remodeling in both mice and humans (Bajpai et al., 2019, 2018), supporting that gradual changes in MP subsets with age could have a deleterious impact on the cardiac microenvironment. This hypothesis was strengthened by the increased production of pro‐inflammatory mediators (ROS, IL‐1ß) by the cardiac MP pool in the aging heart.

We hypothesized that MP‐derived IL‐1ß could in turn re‐enforces cMSC senescence. Microarray analysis supported this concept, as “response to cytokine” was one of the main biological process identified in aged cMSCs. We demonstrated that stimulation of cMSCs by IL‐1ß but not IFN‐ß mimicked several phenotypic and functional changes associated with aging in murine and human primary cell cultures. These results strongly support the concept that IL‐1ß production in the aging heart contributes to paracrine senescence of cMSCs and modulation of their subsets.

The DECyt method enabled us to visualize several age‐dependent modifications in the composition of the cardiac stroma, impacting diverse populations and, in particular, decreasing the frequencies of CD90+ cMSCs. CD90 expression allowed us to delineate a specific cMSC subset, expressing *Lepr* and *Vegfa,* which preferentially acquired EC markers in response to differentiation medium.

CD90 is a well‐known marker of MSCs from diverse murine and human tissues (Jones & Schafer, 2015; Michelis et al., 2018); however, the role of this glycophosphatidylinositol anchored protein in mesenchymal cell biology is not yet fully understood. Gago‐Lopez *et al.* have shown that human cardiosphere‐derived cells expressing CD90 after long‐term culture had higher self‐renewing capacity and gave rise to a higher percentage of vWF positive cells in response to endothelial differentiation medium compared with CD90−. On the other hand, both subsets had similar SMC differentiation potential (Gago‐Lopez et al., 2014). Furthermore, inactivation of CD90 expression in human BM‐MSCs by shRNA has been shown to increase adipogenesis and chondrogenesis, arguing for a regulatory role of CD90 in the differentiation potentials of MSCs (Moraes et al., 2016).

Since we observed that the aged CD90+ cMSC subset was more prone to acquire EC markers in vitro, we hypothesized that aging could modulate the acquisition of an EC fate. This hypothesis was strengthened by the identification of a new cMSC subset arising with aging in the cardiac microenvironment, expressing intermediate levels of CD31 and CD90. This subset also transcriptionally expresses other classical endothelial markers such as *Vwf* and *Kdr*, albeit to a lesser extent than ECs. These non conventional CD31+ cMSCs retained expression of transcription factors of pro‐epicardial origin (*Gata4*, *Tcf21*), along with PDGFR‐α, suggesting that they have partially converted to an endothelial cell fate, resembling vascular mimicry (Carmeliet & Jain, 2011).

At the molecular level, the CD31+ cMSC subset had strong similarities with endovascular progenitors (EVPs) involved in developing vasculature during wound healing (Patel et al., 2017) and tumor growth (Donovan et al., 2019). Similar to CD31+ cMSCs, EVPs express Sca‐1, PDGFRα, CD34 and CD90, as well as low to intermediate levels of endothelial markers. The generation of ECs from EVPs has been shown to go through a transitional stage, dependent on Notch (Heyl) signaling, but independent on VEGFA signaling (Donovan et al., 2019). Our microarray data showed that expression of *Heyl* and *Hey1* was reduced in aged cMSCs which could restrain their ability to fully differentiate toward the EC lineage and could explain the increased frequency of CD31+ cMSCs. 

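Heyl and Hey1, transcriptional repressors that Notch signaling induces, had log2 fold changes of -0.72 (standard error 0.19, adjusted p = 0.0893) and -0.53 (standard error 0.14, adjusted p = 0.103) in aged cMSCs. The probe of Heyl lies on chromosome 4 from 122926975 to 122927034 of mm9, and its normalized log2 signal was 4.15 ± 0.23 (SD, n = 4) in young and 3.43 ± 0.35 (SD, n = 4) in aged pools. That of Hey1 was 1.03 ± 0.091 (SD, n = 4) in young and 0.49 ± 0.30 (SD, n = 4) in aged pools. The related gene Hey2 had a log2 fold change of -0.93 (standard error 0.24, adjusted p = 0.0897) and was well above background on 2 of 4 aged arrays. For all 3 genes every aged pool was below every young pool (exact permutation test, two-sided p = 0.029). Of 16 genes of the Notch pathway tested, none rose or fell (1 rose and 3 fell when adjusted over the list alone, 1 was higher and 3 were lower at an unadjusted p under 0.05, and none passed with the methods' t-test), and the list did not pass camera's test against other genes (adjusted p = 0.511, and adjusted p = 0.860 with an estimated correlation). Hey1 passed without aged replicate 2 (adjusted p = 0.0121), with array weights also (0.0318), and Heyl passed with array weights (0.0409), with limma's trend and robust options (0.0486) and with the authors' normalized value table (0.0307).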

Understanding how aging leads to modulation of the Notch pathway in CD31+ cMSCs, prohibiting their full conversion to the EC fate, requires further investigation. We currently hypothesize that the reduction of CD90+ cMSCs is due to both IL‐1ß‐dependent paracrine senescence and conversion to non conventional CD31+ cMSCs, blocked at a transitional stage with EC‐like features. The age‐related modifications that take place within the cardiac microenvironment include alterations in cMSC subset dynamics and senescence‐associated functional changes.

Modifications of the cardiac microenvironment are known to impact parenchymal cell function and contribute to the incidence of numerous cardiac diseases. We have shown here that aging leads to negative effects, exerted by the stroma, on cardiac homeostasis. Genetic and environmental factors likely exacerbate these natural tendencies leading to a higher frequency of cardiac disease among the elderly.

## 4 EXPERIMENTAL PROCEDURES

A more detailed account of experimental procedures can be found in the Supplementary Material [Link] accompanying this article**.**

### 4.1 Primary cardiac cell isolation

For murine cardiac cells, hearts were harvested from young mice (4 months ± 1.47) and aged mice (20 months ± 2.55) and enzymatically processed as indicated in Appendix S1. Cardiac stromal cells were stained with specific fluorochrome‐conjugated mAbs and cell‐sorted by high speed sorting with BD InfluxTM cell sorter (BD Biosciences). cMSCs were identified based on CD45− CD31− Sca‐1+ PDGFR‐α+ expression, macrophages on CD45+ CD64+ MHCII+, and vascular ECs on CD45− PDGFRα‐ CD31+ Sca‐1+ expression.

Human MSCs (hMSCs) were extracted from apex biopsies by enzymatic digestion and selected by overnight adhesion and cultures as indicated in Appendix S1.

### 4.2 Vascular differentiation of cMSCs

Cell‐sorted cMSCs were seeded in 24‐well plates coated with gelatin (0.75%) for RNA analysis and in 8‐well culture chamber slides (Lab‐Tek II, Nunc) for immunofluorescence assays. For EC differentiation, cMSCs were cultured for 10 days with 10 ng/ml VEGFA (Peprotech), 10 ng/ml FGF2 (Peprotech), and blocking anti‐human/mouse TGF‐β antibody (clone 19D8) at 5 μg/ml (Biolegend) in EGM2 media supplemented with 2% FCS and 1% Penicillin/Streptomycin (Promocell). For SMC differentiation, cMSCs were cultured for 10 days with 50 ng/ml TGF‐β1 (Peprotech) and 50 ng/ml PDGF‐BB (Peprotech) in DMEM (GIBCO) 10% HIFCS (Sigma) and 1% Penicillin/Streptomycin (Sigma).

Control medium consisted of EGM2 with 2% FCS but without growth factors, supplements, or anti‐TGFß. These assays were started directly after cell sorting, at P0.

### 4.3 Cytokine treatments

cMSCs were treated three times (every 2 days) with recombinant IL‐1β or IFN‐β at 10 ng/ml (Peprotech) in αMEM 10% HIFCS. Eight days after the first treatment, cells were either lysed for mRNA extraction or stained for flow cytometry. These assays were started at P0 or P1, and the flow cytometry analysis was performed after cell trypsinization.

### 4.4 Microarray

Gene expression microarrays were realized with Agilent SurePrint G3 Mouse GE v2 8x60K, design 074,809 (accession number GSE129656). RNA was extracted from cMSCs (pool of 3 mice), and quality and dosage were controlled with a Fragment analyzer (Advance Analytical). After Feature Extraction (Agilent), data were analyzed in R using the limma package (www.r-project.org, R v. 3.0.1, www.bioconductor.org v 2.12, limma v2.34.9). The data have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE129656 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129656).

GO Biological Processes were identified using the ToppGene website with genes that limma found to be differentially expressed between young and aged samples with a *p* value < 0.01 and an absolute Log_2_ FC > 0.5 (https://toppgene.cchmc.org/prioritization.jsp).

### 4.5 Statistics

Results are expressed as means ± SEM. The statistical significance between two groups was estimated using either unpaired Student's two‐tailed *t* test or with the nonparametric Mann–Whitney U test, when indicated in the figure legend. Interactions between the effect of age and the subset of cMSCs used for vascular differentiation were evaluated with 2‐way ANOVA. Multi‐group comparisons were performed using either 1‐way ANOVA with Bonferroni's post hoc test or, when indicated, with the Kruskal–Wallis test with Dunn's post hoc test, for samples with a nongaussian distribution. Differences between groups were tested using GraphPad Prism software (version 7) and considered statistically significant for *p* < 0.05.

## AUTHORS’ CONTRIBUTION

M.H, L.L, I.JS, and D‐E.V designed, performed research, analyzed the data, and wrote the paper. I.JS and D‐E.V developed the DECyt method. M.DJ, M.D, I.R, and D.M performed experiments and analyzed the data. R.J and D.C collected the cardiac biopsies, designed the experiments, and reviewed the manuscript. P.N helped to design experiments. M‐P. J, C.D, and P.A helped to design the research and reviewed the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Aging induces cardiac mesenchymal stromal cell senescence and promotes endothelial cell fate of the CD90 + subset
**Source:** Aging Cell. 2019 Jul 29;18(5):e13015. doi: 10.1111/acel.13015
**Supplement:** Supplementary file 1

a

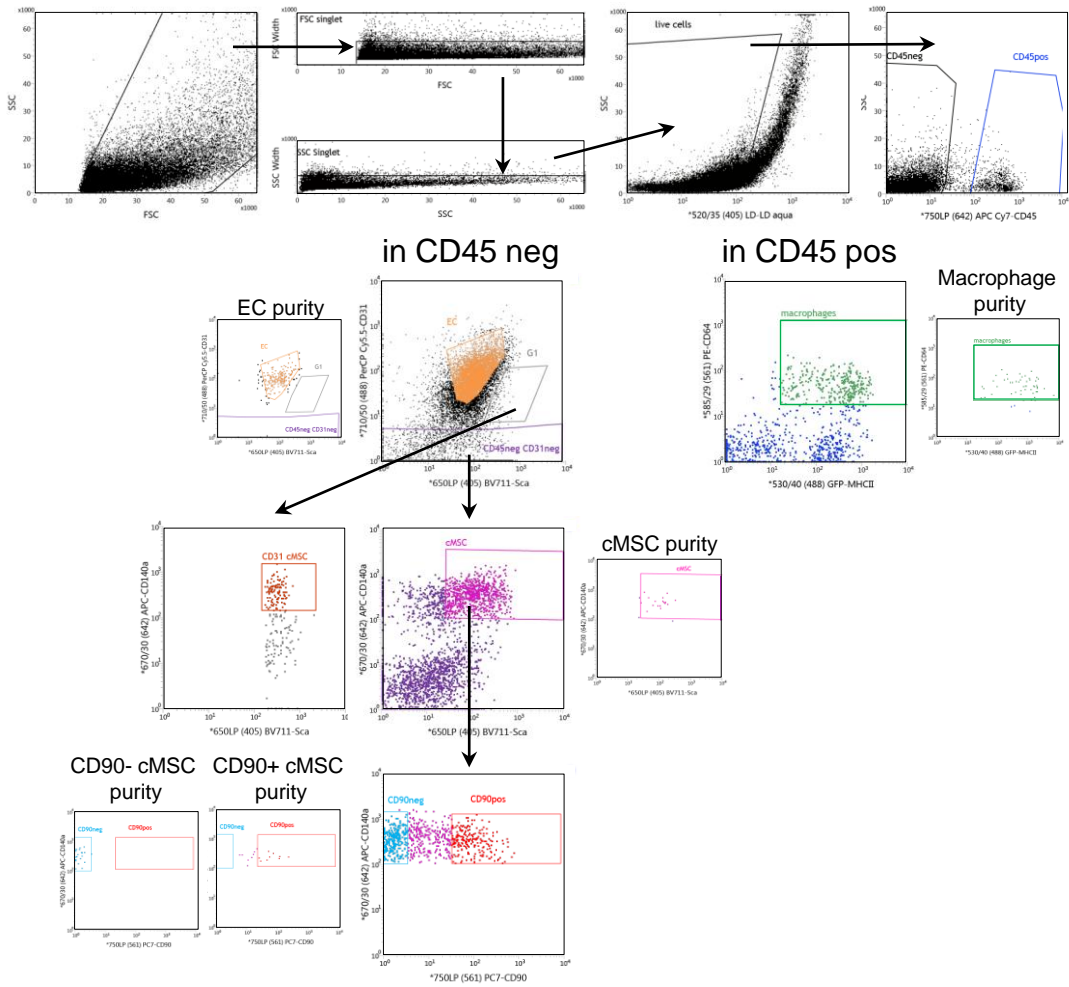

b

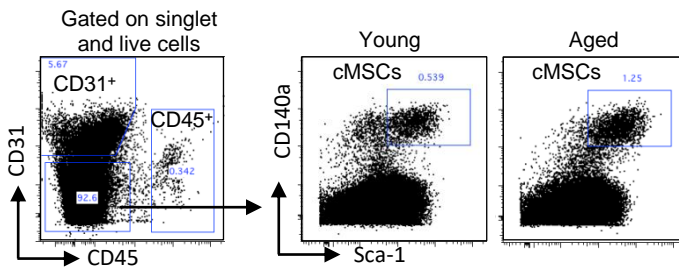

### Supplemental Figure 1 : Cell sorting gating strategy

**a:** Representative gating strategy of cell sorting to isolate the populations of interest. Cardiac stromal cells were first selected on singlets (SSCA, SSCW) and live cells (aqua live dead negative, SSCA).

cMSCs were selected based on the negative expression of CD45 (SSCA, CD45), negative expression of CD31 (Sca-1, CD31), positive expression of CD140a and Sca-1 (CD140a, Sca-1). CD90+ cMSCs (red) and CD90- cMSCs (blue) were isolated based on CD90 levels and CD140a.

CD31+ cMSCs were selected as cells with intermediate levels of CD31 and high Sca-1 expression (Sca-1, CD31), and positive for CD140a and Sca-1 (CD140a, Sca-1).

Vascular endothelial cells (EC) were selected based on the negative expression of CD45 (SSCA, CD45) and positive co-expression of CD31 and Sca-1 (Sca-1, CD31).

Cardiac macrophages were positive for CD45 (SSCA CD45), positive for CD64 and expressed low to high levels of MHCII (CD64, MHCII).

Examples of purity rate are shown.

**b:** Representative dot-plots of CD140a and Sca-1 staining in CD45- CD31- cardiac stromal cells used to identify young and aged cMSCs by flow cytometry.

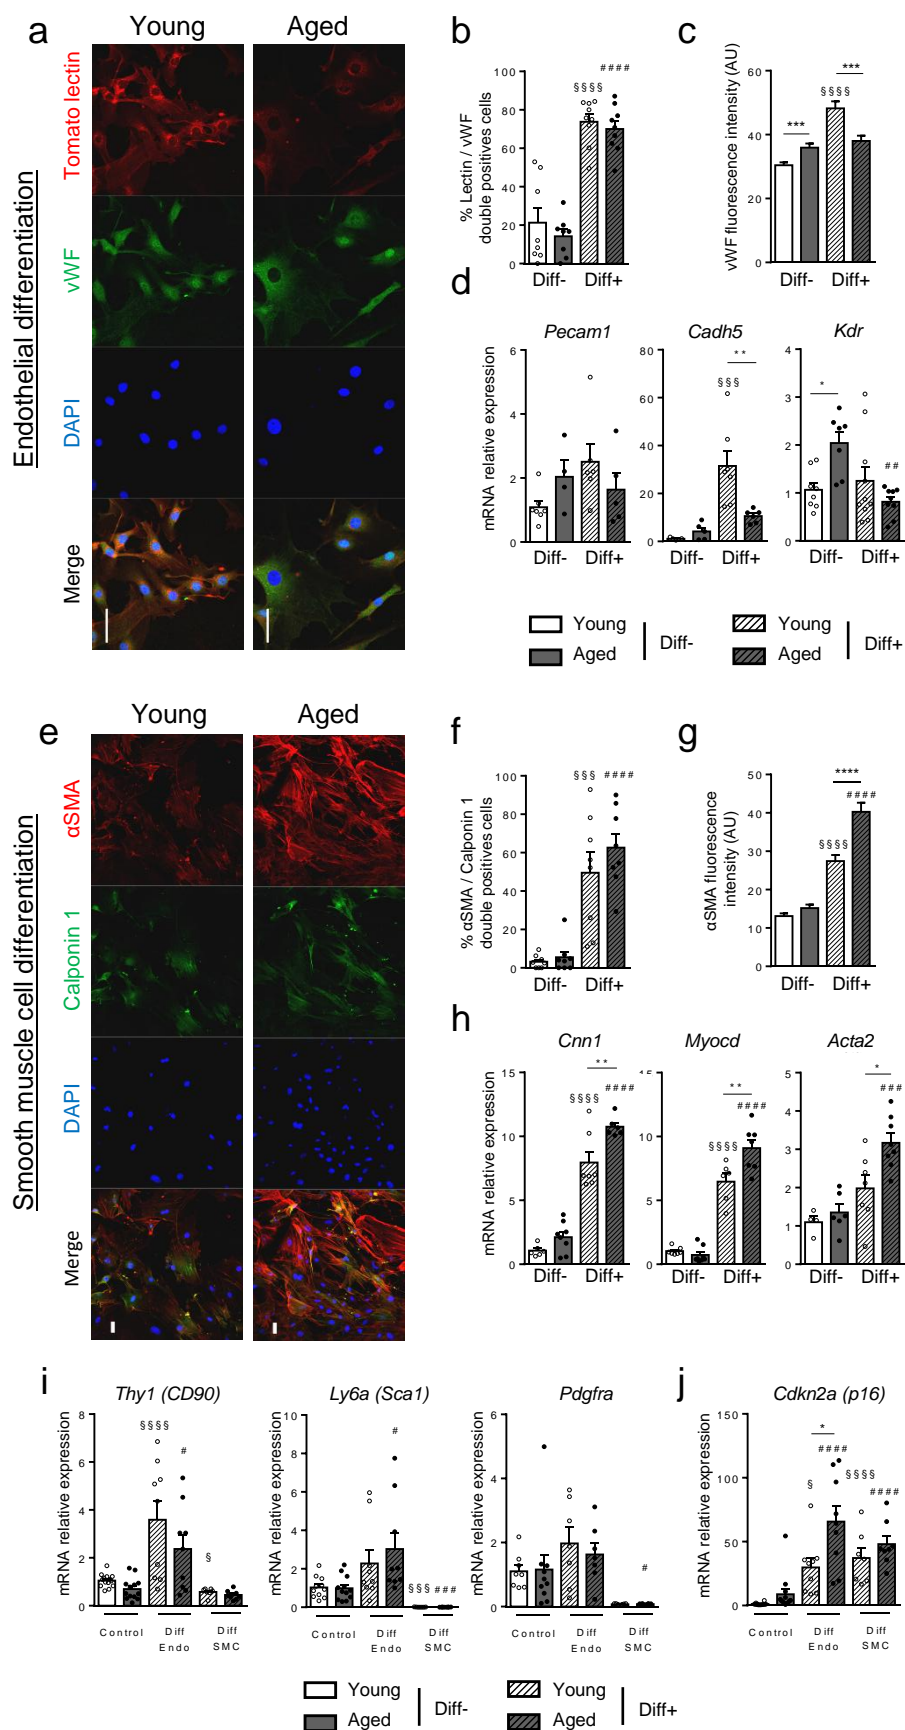

## Supplemental Figure 2: Age impacted cMSCs vascular differentiation potential.

**a-d:** Endothelial differentiation of young and aged cMSCs. **(a)** Representative immunostaining with Tomato lectine (red), vWF (green), nuclei (DAPI, blue) of cMSCs with differentiation factors (Diff +). Scale bar: 50  $\mu$ m **(b)** Percentage of differentiated cells (Tomato lectin and vWF co-expression) with (Diff+) or without (Diff-) differentiation factors (n=8 per group) **(c)** Fluorescence intensity of vWF per cell (UA) per condition **(d)** Relative mRNA expression of endothelial genes compared to young Diff- cMSCs.

**e-h:** Smooth muscle cell differentiation of young and aged cMSCs **(e)** Representative immunostaining with  $\alpha$ SMA (red), Calponin 1 (green) of cMSCs with differentiation medium (Diff +). Nuclei, DAPI (blue). Scale bar: 50  $\mu$ m. Percentage **(f)** of differentiated cells ( $\alpha$ SMA and Calponin 1 co-expression) with (Diff+) or without (Diff-) differentiation medium and fluorescence intensity **(g)** of  $\alpha$ SMA per cell (AU) per condition. Relative mRNA expression **(h)** of smooth muscle genes compared to young Diff- cMSCs (n=8 per group). **i-j:** Relative mRNA expression of mesenchymal genes **(i)** and *Cdkn2a* **(j)** compared to young Diff- cMSCs (n=8 per group).

Data are expressed as means  $\pm$  SEM and were analyzed by ANOVA test.

§: compare to young Diff- ;

#: Compare to age Diff- ;

\* comparison between young and aged groups \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\* p < 0.0001.

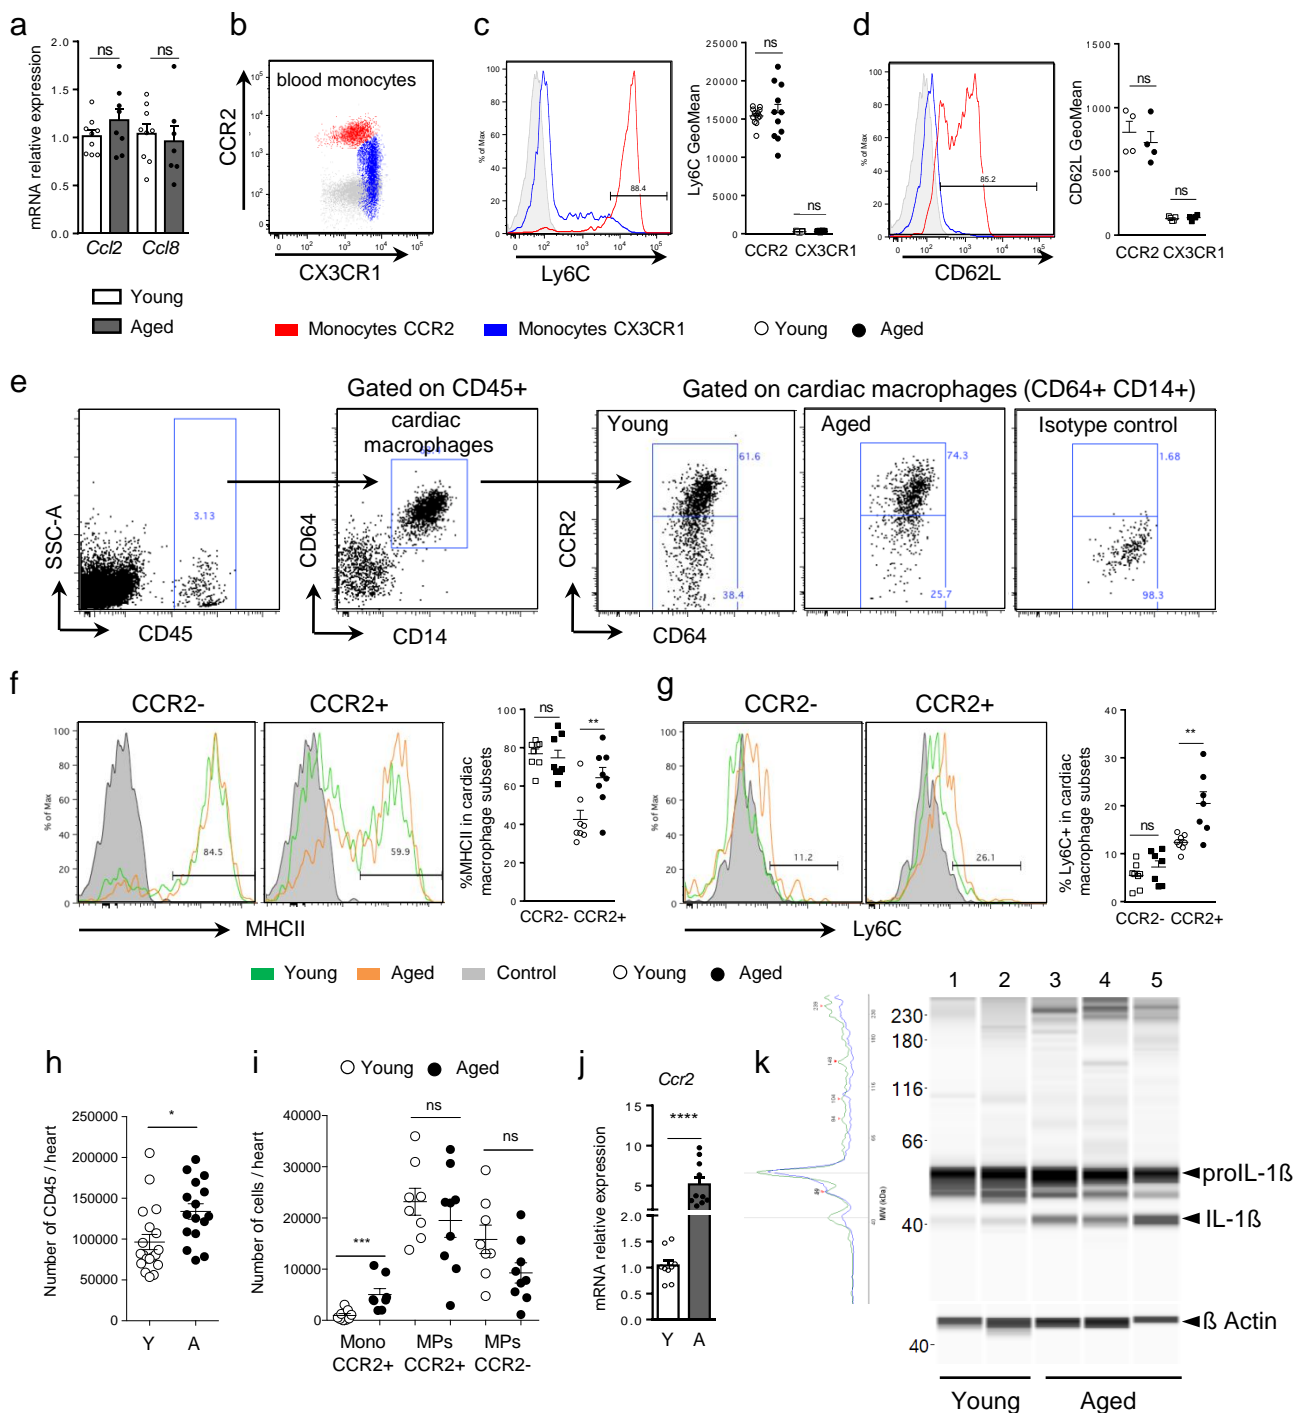

**Supplemental Figure 3: Analysis of blood monocytes and cardiac macrophage phenotypes with aging.**

**a:** Relative mRNA expression of *Ccl2* and *Ccl8* from aged endothelial cells compared to young (n= 9 young and n=8 aged mice) **b-d:** Blood monocyte subsets with aging. Dot plot representation (**b**) of CCR2 (red) and CX3CR1 (blue) expression by monocyte subsets using flow cytometry. Histogram (left) and geometric mean fluorescence intensity (right) of Ly6C (**c**) or CD62L (**d**) in CCR2 (red) or CX3CR1 (blue) blood monocyte subsets from young (n=13) or aged (n=11) mice. **e:** Representative gating strategy to analyze CCR2 expression by cardiac macrophages (cMPs) (CD64+ CD14+) in young and aged mice. Staining of CD14+ CD64+ cMPs with isotype control is shown (right). **f-g** Histogram (left) and percentages (right) of MHCII (**f**) and Ly6C (**g**) positive cells in CCR2+ or CCR2- cMP subsets from young (green) or aged (orange) mice (n=7-8 mice per group). **h** Number of CD45 cells per heart (n=15 young and n=12 aged mice). **i:** Number of CCR2+ monocytes, CCR2+ or CCR2- cMPs per heart (n=8 young and n=9 aged mice). **j:** Relative mRNA expression of *Ccr2* from aged cMPs compared to young (n=9 young and n=10 aged mice). **k:** Quantification of IL-1 $\beta$ , pro-IL-1 $\beta$  and  $\beta$ -actin proteins in young or aged cMPs by western-blot using capillary electrophoresis. Proteins were extracted from young cMPs (pool of two mice per condition; lanes 1, 2) or aged cMPs (individual mice; lanes 3-5). Histograms (left) represented arbitrary units of chemiluminescence using anti-IL-1 $\beta$  primary antibody.

Data are expressed as means  $\pm$  SEM

\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001 versus young group.

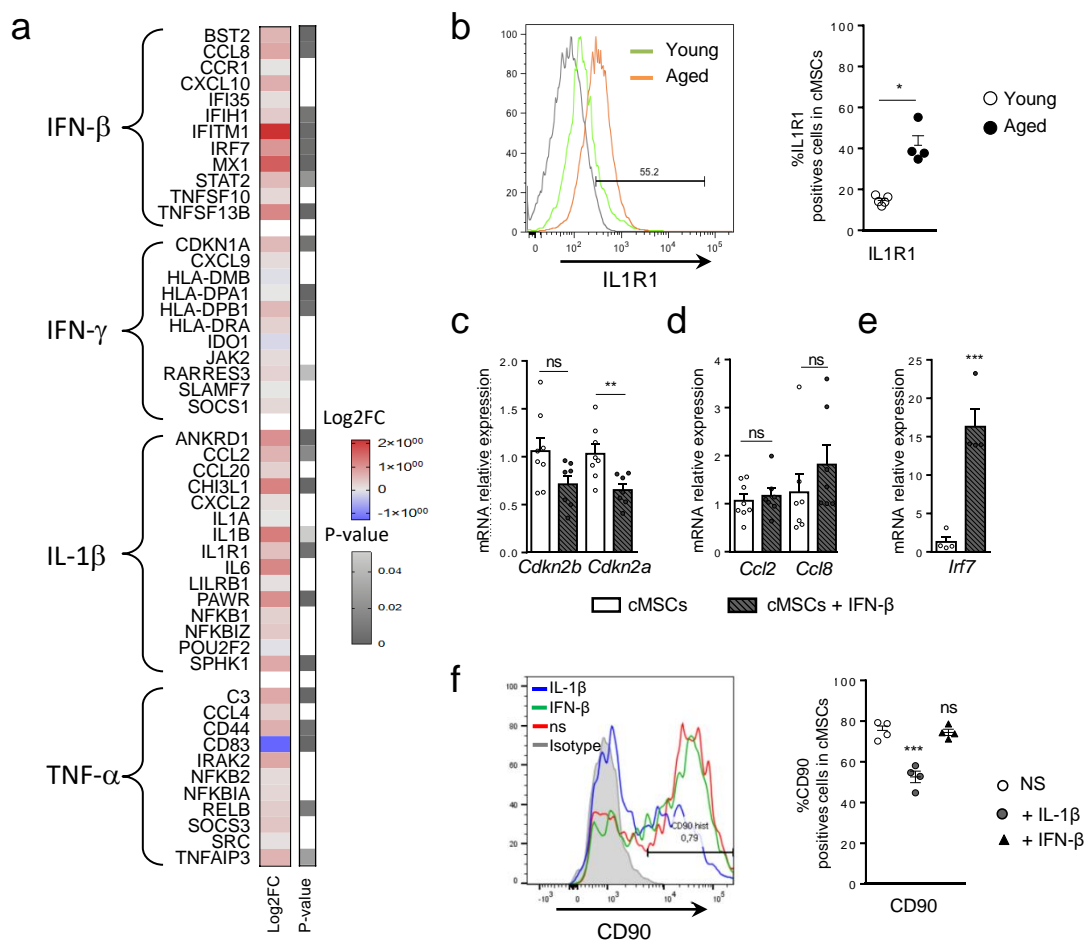

# Supplemental Figure 4: Specific modulations of cMSC gene and CD90 expression in response to cytokine treatments

**a:** Log<sub>2</sub>FC expression (left) of representative set of genes activated in response to cytokines (IFN-β, IFN-γ, IL-1β and TNF-α) from young and aged cMSCs. Data based on the microarray analysis. P-value (right) of the Log<sub>2</sub>FC, in grey p-value < 0.05 **b:** Histogram (left) and percentage (right) of IL1R1 expression in young (n=4) or aged (n=4) cMSCs. **c-e:** Relative mRNA expression of CDK1 (**c**), *Ccl2*, *Ccl8* (**d**) and *Irf7* (**e**) genes from IFN-β treated cMSCs compared to untreated cMSCs (n=4-8 per group). **f:** Histogram (left) and percentage (right) of CD90 expression in cMSCs untreated (ns, n=4), treated with IL-1β (n=4) or with IFN-β (n=4). Data are expressed as means ± SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001 versus untreated group.

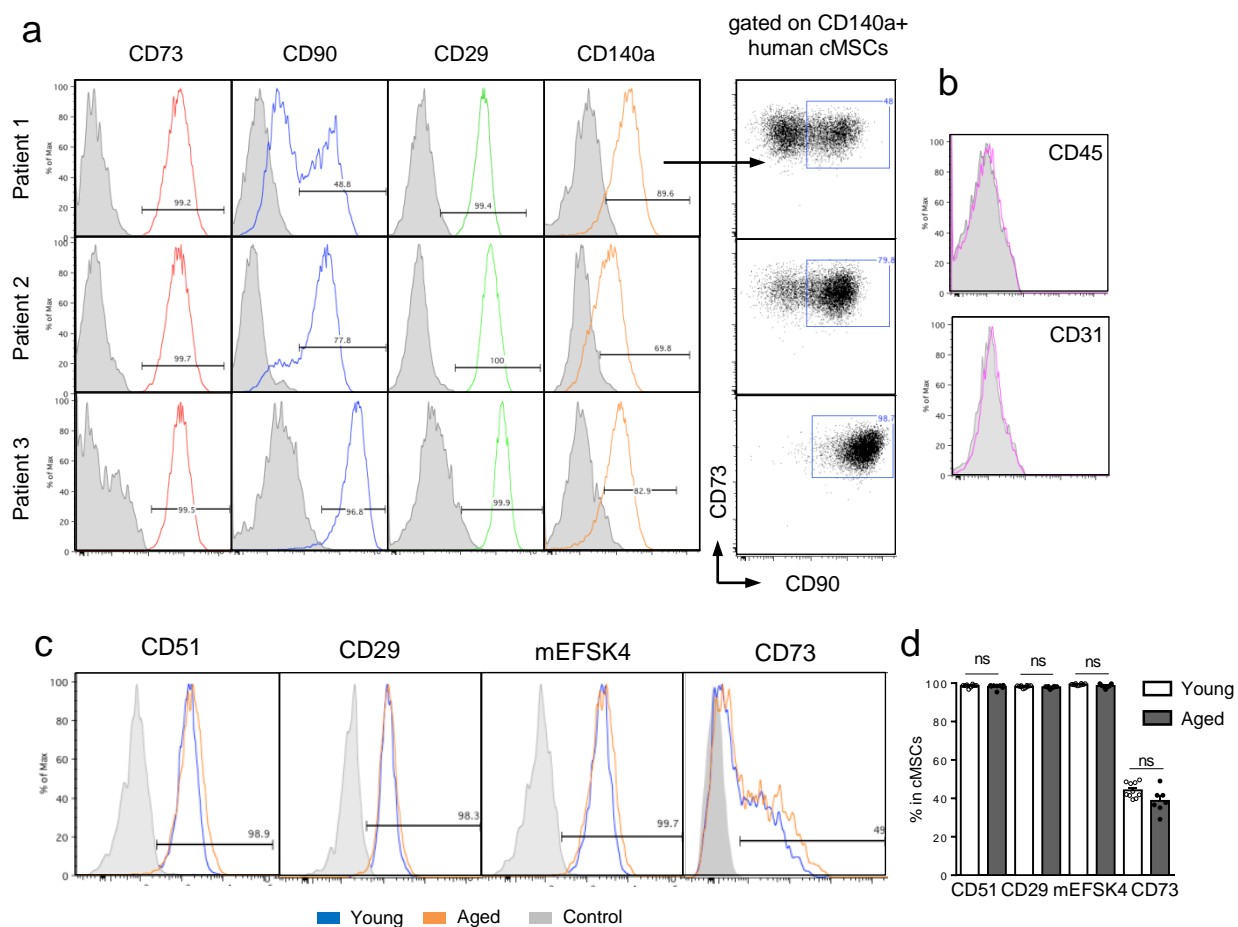

### Supplemental Figure 5: Expression of mesenchymal markers by human and murine cMSCs

**a:** Examples of CD73, CD90, CD29 and CD140a expression compared to isotype controls (grey) by flow cytometry for human cardiac stromal cells isolated from cardiac biopsies (apex) of three patients. Dot-plot of CD90 and CD73 expression in CD140a+ human cMSCs for these patients. **b:** Histograms of human cMSCs showing negative expression for CD31 and CD45 by flow cytometry, overlay with isotype controls (grey).

**c-d:** Representative histograms (**c**) of CD51, CD29, mEFSK4 and CD73 expression by cMSCs from young (blue) and aged (orange) mice compared to isotype controls (grey) by flow cytometry. Percentages of positive cells (**d**) in young (n=10) or aged (n=7) cMSCs are indicated.

Data are expressed as means  $\pm$  SEM. ns: not significant.

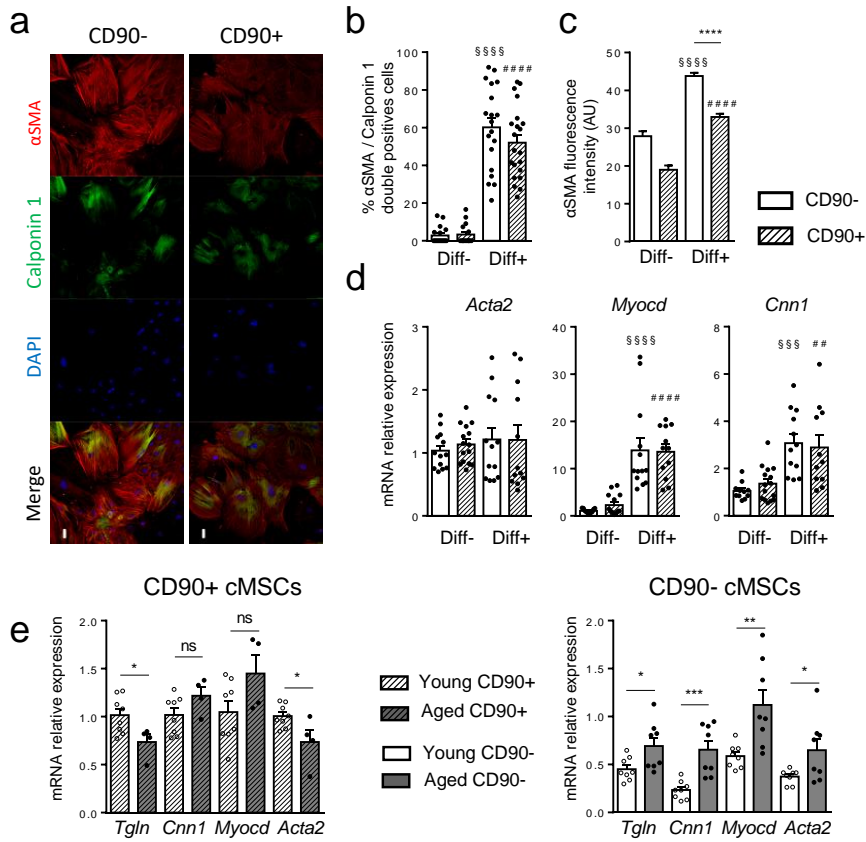

### Supplemental Figure 6: Both CD90+ and CD90- cMSC subsets were prone to differentiate into smooth muscle cells.

**a-d:** Smooth muscle cell differentiation of young CD90+ or CD90- cMSCs cultured for 10 days in differentiation medium with or without differentiation factors (TGF- $\beta$  and PDGFBB). Representative immunostaining of cMSCs (**a**) with  $\alpha$ SMA (red) and Calponin 1 (green), and nuclei (DAPI, blue) cultured with differentiation factors (Diff +) Scale bar: 50  $\mu$ m. Percentage (**b**) of differentiated cells ( $\alpha$ SMA and Calponin 1 co-expression) without (Diff-) or with (Diff+) differentiation factors and fluorescence intensity (**c**) of  $\alpha$ -SMA per cell (AU) per condition (n=6-7 per group) (**d**) Relative mRNA expression of smooth muscle cell genes from young CD90+ or CD90- cMSCs *in vitro*, during the differentiation assay compared to control condition, CD90- without differentiation factors (Diff-) (n=11-15 per group). **e:** Relative mRNA expression of smooth muscle cells genes in young (n=8) and aged (n=8) CD90- (right) or CD90+ cMSC (left) subsets after culture for 10 days without TGF- $\beta$  and PDGFBB (control group: young CD90+).

Data are expressed as mean  $\pm$  SEM and were analyzed by one way ANOVA.

§: Compare to CD90- Diff- ; #: Compare to CD90+ Diff- ; \* comparison between CD90- and CD90+; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

# Supplementary material for: Aging induces cardiac mesenchymal stromal cell senescence and promotes endothelial cell fate of the CD90 + subset
**Source:** Aging Cell. 2019 Jul 29;18(5):e13015. doi: 10.1111/acel.13015
**Supplement:** Supplementary file 2

**Supplemental Materials and Methods**

**DECyt method**

DECyt was named as such because it permits one to apply a DESeq analysis on clustered cytometry data. The flowCore package (Hahne et al., 2009) was used to obtain R matrices from fcs files. The entire data set was clustered with Rclusterpp.hclust (Linderman, 2016) and cutree was applied to the resulting tree to partition cells into clusters. Each cluster was then summarized by both fluorescence parameter signature and number of cells per sample within the cluster. DESeq2 (Love, Huber, & Anders, 2014) was used with the cluster-count matrix in order to find clusters with significant differences between young and aged samples in terms of the counts of observations per sample per cluster.

Each cell, with its corresponding median fluorescence intensities, was extracted from FCS files and placed in rows of a matrix with functions from the flowCore package. Data was arc-sinh transformed using flowCore:arcsinhTransform( a = 0, b = 1/150 ). Each row was named with a sample specific label so that clusters could be converted to counts of cells per sample per cluster. The data from all samples were concatenated together and hierarchical clustering was applied to the complete data set with the hclust function from the Rclusterpp package. The resultant tree could then be partitioned into clusters by defining either the height (h) at which to cut or the desired number (k) of clusters. This step was seen to have a drastic influence on the results as a tree cut with insufficient resolution merged distinct subpopulations and a tree cut with too high of a resolution generated clusters with just a few cells per sample. In order to choose the best height for tree cutting, multiple heights were used to and the results were compared. The assignment vector from cutree was used to partition the data and each cluster was reduced to a median transformed fluorescence value as well as a count of the number of cells from each sample that were included in the cluster. The median signal of each parameter was used to assign each cluster a parameter signature. The count matrix was used with DESeq2 with a two group (young vs aged) design in order find clusters that were significantly different between the groups. Filtering clusters that had less than 100 cells per cluster in 60% of the samples for each group lead to the removal of less than 1% of the total cells per sample.

Heatmaps, from the ComplexHeatmap package, were generated from both the cluster parameter medians as well as the normalized, scaled count matrix. Regardless of whether or not the split parameter was used to break the heatmaps into blocks, the dendrogram on the left side shows the relationship between clusters in terms of their median signal signature. The top dendrogram above the central heatmap shows the relationship between the samples. Since we had employed a two group design in DESeq and therefore know both whether or not a cluster was significantly different and if it was more prevalent in aged or young samples, we added a third, single column heatmap to show this information by a three color code. In order to represent count data in a heatmap, we used the rlogtransformation function from DESeq to get a matrix of normalized counts and then scale each row to its mean.

**Animals**

The aging study was realized using male C57Bl/6JRj mice (Janvier Laboratories) and CX3CR1^gfp/+^ CD45.1 C57BL/6 heterozygote reporter mice. CX3CR1^gfp/+^ CD45.1 C57BL/6 mice, expressing eGFP under control of the endogenous Cx3cr1 promoter and harboring the CD45.1 allele, were bred in our animal facilities by backcrossing C57BL/6 CX3CR1^+/+^ CD45.1 males (Jackson laboratory) with C57BL/6 CD45.1 female mice (Charles River). Young mice (4 months +/- 1.47) and aged mice (20 months +/- 2.55) were used in the experiments.

All mice were maintained under specific and opportunistic pathogen-free conditions and handled according to procedures performed in accordance with the recommendations of the European Accreditation of Laboratory Animal Care (86/609/EEC) and guidelines established by the Ethics and Animal Safety Committee of INSERM Toulouse/ENVT (agreement number: C31 555 07).

**Preparation of cardiac stromal cell suspensions**

Hearts were harvested from mice after intraventricular perfusion of 10 ml PBS, minced with scalpels and digested with Liberase TM (Roche) diluted in RPMI1640 (GIBCO) as described previously (Laroumanie et al., 2014). Briefly, digestion of tissue fragments was performed by two successive incubations for 10 min with enzymatic solution at 37°C under shaking and stopped by the addition of heat-inactivated fetal calf serum (HIFCS) (SIGMA). Single cell suspensions were obtained by filtrations on 100 µm and 40 µm cell strainers (BD Falcon). Red blood cells were removed by hypotonic shock with ammonium chloride solution (0.83%) and cardiac stromal cells were washed and used for flow cytometry analysis or cell sorting.

**Human cardiac mesenchymal stromal cell cultures**

Apex biopsies were obtained from donor patients (men between the ages of 47 to 75 years, with a mean of 60.33) with advanced heart failure at the time of cardiac surgery for implantation of Left Ventricular Assist Device at the University hospital of Toulouse (France). Donor patients, with ischemic cardiomyopathy, signed informed written consent in accordance with the declaration of Helsinki and Local Ethics Committee approval (N° DC-2015-2456). Biopsies were minced and enzymatic digestion was performed using the same protocol as for murine hearts described above. Human cardiac ventricular MSCs (hMSCs) were selected by overnight adhesion and culture in αMEM (GIBCO) 10% HIFCS and 1% Penicillin/Streptomycin. Purity of hMSC cultures was assessed by flow cytometry (PDGFR-α+, CD29+, CD73+, CD31-, CD45-; Supplemental Figure 5a-b) and experiments were performed at passages P1 to P3.

**Cardiac stromal cell staining for flow cytometry and cell sorting**

Cells were incubated for 15 min at 4°C in blocking buffer as previously described (Laroumanie et al., 2014). Cells were then incubated on ice with conjugated monoclonal antibodies, diluted at their optimal concentrations (List 1), in FACS buffer (DPBS with 4% HIFCS, 2 mM EDTA). Necrotic cells were excluded by staining with Live/Dead Aqua or Yellow fluorescent reactive dyes (Life technologies).

Cardiac stromal cell subsets were isolated by high speed sorting with BD InfluxTM cell sorter (BD Biosciences) and cMSCs were cell sorted based on CD45- CD31- Sca-1+ PDGFR-α+ expression, macrophages on CD45+ CD64+ MHCII+ and vascular ECs were cell sorted on CD45- PDGFR-α- CD31+ Sca-1+ expression (Supplemental Figure 1).

**Clonogenic assays**

Cell sorted cMSCs from individual mice were seeded at 300 cells/well in 96 well-plates (12 wells per cMSCs) and cultured for 4 weeks in αMEM 10% FCS. Half the volume of medium was changed each week. Cells were then fixed with PFA 4% in DPBS, nuclei were stained with DAPI and 12 wells per condition were observed on an inverted fluorescent microscope (AXIOVision, Zeiss). CFU-fibroblasts (CFU-F) were count as positive if the number of cells per clone was equal or above 6. This assay was started directly after cell-sorting, at P0.

**Protein quantification by ELISA**

CCL2 concentration was quantified in 48h culture supernatants of cMSCs treated or not by IL-1β by ELISA (R&D System) following manufacturer’s instructions. The analyze was performed on a multimode spectra microplate reader (Infinite 200, Tecan) with the Magellan^TM^ software (Tecan).

**ROS quantification**

The oxygen-dependent respiratory burst of macrophages (ROS production) was measured after cell-sorting and adherence by chemiluminescence in the presence of 5-amino-2,3-dihydro-1,4-phthalazinedione (luminol, Sigma) using a thermostatically (37°C) controlled luminometer (Envision; Perkin Elmer). The generation of chemiluminescence was monitored continuously for 1 hour after incubation with luminol (66 mM) with or without 12-O-tetradecanoylphorbol-13-acetate (TPA, 100 µM). Statistical analyses were performed using the area under the curve expressed as counts per seconds.

**Immunofluorescence assays and confocal microscopy**

cMSCs were seeded on 8 well-culture chamber slides (Lab-Tek II, Nunc) at 10000 cells per well directly after cell-sorting and cultured for 3 days in αMEM 10% FCS. Adherent cMSCs were fixed with PFA 4% (Sigma-Aldrich) in DPBS. Cells were then incubated for 30 min in blocking buffer (DPBS with 5% FCS, 5% BSA and 0.2% Triton X100) and stained overnight at 4°C with primary antibodies (List 1) diluted in antibody buffer (DPBS with 2% FCS, 2% BSA and 0.2% Triton x100). After 3 washes in DPBS 0.02% Tween20 for 10 min, staining with secondary antibodies was performed for 1 hour in antibody buffer at RT. Nuclei were stained with DAPI (Invitrogen) for 10 min and slides were mounted with fluoromount G (Invitrogen). Images were acquired with an LSM 780 confocal microscope (Zeiss). Three to four images were acquired per wells and one image represented one field of acquisition (n=3-4 young and n=4 aged or IL-1β treated cMSCs per experiments). Images were analyzed with Fiji Software. For Ki67 and γH2AX stainings, results are expressed as percentage of positive cells per field of acquisition. For differentiation assays, results are expressed as percentage of double positive cells (Tomato lectin or Isolectine B4 and vWF, or αSMA and Calponin 1) per field of acquisition. Analyses of αSMA and vWF fluorescence intensities were performed on individual cells. The different immunofluorescence assays were performed at P0 after cell sorting and adherence.

**Chemotaxis assays**

Cell sorted cMSCs from individual mice were plated in 24 well-plates at 30000 cells per well and cultured in αMEM 10% FCS for 5 days. For chemotaxis assays with IL-1β, cells were treated as described before, and plated at 30000 cells per well in 24 well-plates after trypsinization. Treatment with IL-1β was maintained during the assay. Monocytes were isolated from murine bone marrow cells, after flushing of the tibia and femurs, using the EasySep™ Mouse Monocyte Isolation Kit according to manufacturer's protocol (Stem Cell #19861). Monocytes were labelled with CFSE (10 ng/ml) for 15 min and pre-incubated, or not, with CCR2 antagonist (10 µM, RS504393 Tocris) for 20 min. Monocytes (1.5 x 10^5^) were added to 3 µm pore size FluoroblokTM inserts (Corning) on top of either cMSCs or control medium in 24 well-plates. After 3 hours in the incubator at 37°C 5% CO_2_, Fluorobloks were fixed with PFA 4%, and monocyte nuclei were stained with DAPI. Only monocytes which have passed through the filter were quantified after imaging with LSM 780 confocal microscope (Zeiss). Four images were acquired and quantified per wells.

For the chemotaxis assays, young and aged cMSCs were tested at passage 0, after cell sorting and adherence. To test the effect of IL-1β treatment on cMSC chemotaxis activity, cMSCs, after cell sorting (P0), were treated by IL-1ß for 7 days and tested after their first passage.

**Protein quantification by capillary-based western blot**

A capillary-based "Simple Western System" (WES, ProteinSimple) was used to quantify IL1-β protein, according to the manufacturer’s protocol using goat anti mouse IL-1b/ IL-1F2 (AF-401-NA, R&D systems, 1/250) and normalized by ß-actin quantification using rabbit anti mouse ß-actin (4970, CTS, 1/250). Proteins were extracted from 50000 sorted cMPs using lysis buffer (Tris HCL 50 mM, NaCl 150 mM, NP40 1%, Deoxycholic Acid 1%, SDS 0.10%, EDTA 5 mM, NaF 20 mM, orthovanadate 2 mM and PMSF 2 mM) supplemented with protease and phosphatase inhibitor cocktails (Sigma). Protein concentrations were determined using a BCA Protein Assay Kit (Thermo Fisher Scientific) and adjusted to 0.15 mg/ml. Separation and immunoprobing were performed automatically and the chemiluminescent signals were detected and analyzed by Compass software (ProteinSimple).

**RT-PCR**

Total RNA was extracted using ReliaPrep™ RNA Miniprep Systems (Promega) and quantified by spectrophotometry (ND-100 NanoDrop, Thermofisher). cDNA was synthesized with either the MultiScribe™ reverse transcriptase (High-Capacity cDNA Reverse Transcription Kit, Applied Biosystem), or, for experiments with low amounts of RNA, with SuperScript™ VILO™ cDNA Synthesis Kit (Invitrogen). PCR was performed for 40 cycles with SYBR green (Takara) on a Viia7 (Thermo). Primer sequences were designed or checked using Primer-BLAST (Ye et al., 2012) and are listed in List 2. Rplp0 was used as a reference gene for normalization and relative gene expression, compared to the control group, was calculated using the comparative cycle threshold (CT) method (2^-∆∆CT^).

**References**

Hahne, F., LeMeur, N., Brinkman, R. R., Ellis, B., Haaland, P., Sarkar, D., . . . Gentleman, R. (2009). flowCore: a Bioconductor package for high throughput flow cytometry. *BMC Bioinformatics, 10*, 106. doi:1471-2105-10-106 [pii]

10.1186/1471-2105-10-106

Laroumanie, F., Douin-Echinard, V., Pozzo, J., Lairez, O., Tortosa, F., Vinel, C., . . . Pizzinat, N. (2014). CD4+ T cells promote the transition from hypertrophy to heart failure during chronic pressure overload. *Circulation, 129*(21), 2111-2124. doi:CIRCULATIONAHA.113.007101 [pii]

10.1161/CIRCULATIONAHA.113.007101

Linderman, M. (2016). Rclusterpp: Linkable C++ Clustering.

Love, M. I., Huber, W., & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol, 15*(12), 550. doi:s13059-014-0550-8 [pii]

10.1186/s13059-014-0550-8

Ye, J., Coulouris, G., Zaretskaya, I., Cutcutache, I., Rozen, S., & Madden, T. L. (2012). Primer-BLAST: a tool to design target-specific primers for polymerase chain reaction. *BMC Bioinformatics, 13*, 134. doi:10.1186/1471-2105-13-134

**List 1:** Antibodies

| Primary antibodies (Immunofluorescence) | | | |
| --- | --- | --- | --- |
| Target | Supplier | ref | |
| Senescence | | | |
| Ki67 | Cell Marque | 275R-14 | |
| γH2AX | Millipore | 05-636 | |
|  |  |  |  |
| Differentiation | | | |
| Tomato lectine | Vector | TL 1176 | |
| Isolectine B4 | Invitrogen | 121413 | |
| vWF | Dako | A0082 | |
|  |  |  | |
| αSMA | Sigma | A2547 | |
| Calponine (Cnn1) | Abcam | ab46794 | |
|  |  |  |  |
| Other | | | |
| DAPI | Sigma | D9542 | |

| Flow cytometry antibodies | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Cell sorting Panel | | | | |  | Panel cardiac macrophages | | | |
| Target | Clone | | Supplier | Ref |  | MHCII APC-Cy7 | M5/114.15.2 | Biolegend | 107627 |
| CD45 APC-Cy7 | 30-F11 | | Biolegend | 103116 |  | CCR2 PE | 475301 | R&D systems | FAB5538P |
| CD31 PerCP-Cy5.5 | 390 | | Biolegend | 102420 |  | CD64 APC | X54-5/7.1 | Biolegend | 139306 |
| Sca1 BV711 | D7 | | Biolegend | 108131 |  | Ly6C eFLuor450 | HK1.4 | eBioscience | 48-5932 |
| CD140a APC | APA5 | | Biolegend | 135908 |  | CD45 PE-Cy7 | 30-F11 | Biolegend | 103113 |
| CD90 PE-Cy7 | 5321 | | Biolegend | 140310 |  | Cx3cr1 gfp (mice) |  |  |  |
| CD64 PE | X54-5/7.1 | | Biolegend | 139303 |  | CD14 PerCP-Cy5.5 | Sa2-8 | eBioscience | 46-0141 |
| MHCII FITC | M5/114.15.2 | | Biolegend | 107605 |  |  |  |  |  |
|  |  | |  |  |  | Panel DECyt | | | |
| CD140a PE | APA5 | | Biolegend | 135905 |  | CD45 APC-Cy7 | 30-F11 | Biolegend | 103116 |
| Sca1 PB | D7 | | Biolegend | 108120 |  | CD140a PE | APA5 | Biolegend | 135905 |
|  |  | |  |  |  | CD34 APC | RAM34 | BD Pharmigen | 560233 |
| Yellow Dye |  | | Life technologie | L34959 |  | Sca1 FITC | E13-161.7 | Biolegend | 122505 |
| Aqua Dye |  | | Life technologie | L34966 |  | CD73 PE-Cy7 | TY/11.8 | Biolegend | 127223 |
|  |  | |  |  |  | CD90 PB | 53-2.1 | eBioscience | 48-0902-80 |
| Panel blood monocytes | | | | |  | CD31 PerCP-Cy5.5 | 390 | Biolegend | 102420 |
| Target | Clone | Supplier | | Ref |  |  |  |  |  |
| CD45 APC-Cy7 | 30-F11 | Biolegend | | 103116 |  | Others | | | |
| CCR2 PE | 475301 | R&D systems | | FAB5538P |  | mEFSK4 PE | mEFSK4 | Milteyi | 130-102-901 |
| CD43 APC | 1B11 | Biolegend | | 121213 |  | CD29 FITC | HMβ1-1 | Biolegend | 102205 |
| Ly6C eFluor450 | HK1.4 | eBioscience | | 48-5932 |  | IL1R1 PE | JAMA-147 | Biolegend | 113505 |
| CD62L PE-Cy7 | MEL-14 | eBioscience | | 104417 |  | CD51 PE | RMV-7 | Biolegend | 551187 |
| Cx3cr1 gfp (mice) |  |  | |  |  | CD51 PE | RMV-7 | Biolegend | 551187 |
| CD14 PerCP-Cy5.5 | Sa2-8 | eBioscience | | 46-0141 |  |  |  |  |  |
|  |  |  | |  |  |  |  |  |  |
|  |  |  | |  |  |  |  |  |  |
| Human | | | | |  |  |  |  |  |
| CD31 PerCP | WM59 | Biolegend | | 303131 |  |  |  |  |  |
| CD45 APC-Cy7 | HI30 | Biolegend | | 304014 |  |  |  |  |  |
| CD140a PE | 16A1 | Biolegend | | 323505 |  |  |  |  |  |
| CD90 BV421 | 5E10 | Biolegend | | 328121 |  |  |  |  |  |
| CD73 PE-Cy7 | AD2 | Biolegend | | 344009 |  |  |  |  |  |
| CD29 AF488 | TS2/16 | Biolegend | | 303015 |  |  |  |  |  |

**List 2**: Primers

**Supplemental Table**

**Supplemental Table 1: List of cardiac MSC genes significantly modified with aging from the microarray analysis.**

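Table S1 lists genes with a log2 fold change of aged against young cMSCs and a p value. The authors also deposited a table of log2 values of the same 8 arrays, already quantile-normalized, with a median of 8.12 on each array. When limma was run on every probe of that table, in a comparison chosen after the values were seen, the fold change and the unadjusted p of all 31 genes held from Table S1 came out at the digits that the paper prints. For example, Serpina3g had a log2 fold change of 3.833 there and Cfb one of 3.054. The values given beside the results are from the signals of the single arrays, not from that table, and use a p adjusted over all genes tested.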

Differentially expressed genes from aged cMSCs compared to young, based on microarray analysis.

| Gene Symbol | Log_2_FC | p-value | Accession number |
| --- | --- | --- | --- |
| Hp | 4.177 | 1.62E-06 | NM_017370 |
| Serpina3g | 3.833 | 1.29E-05 | NM_009251 |
| S100a9 | 3.447 | 4.75E-04 | NM_001281852 |
| Lcn2 | 3.256 | 2.71E-04 | NM_008491 |
| Cfb | 3.054 | 1.39E-07 | NM_008198 |
| C4b | 2.647 | 7.85E-08 | NM_009780 |
| Nrk | -1.592 | 4.95E-08 | NM_013724 |
| Evl | -1.877 | 2.56E-09 | NM_001163394 |
| Rgs6 | -1.458 | 3.40E-08 | NM_015812 |
| Slc38a4 | -2.048 | 1.82E-07 | NM_027052 |
| Slc38a5 | -1.658 | 4.76E-03 | NM_172479 |
|  |  |  |  |
| Gm15433 [Csprs] | 2.393 | 1.76E-09 | XM_003084455 |
| Csprs | 2.393 | 1.81E-09 | NM_033616 |
| Dmkn | 3.066 | 3.75E-09 | NM_001166173 |
| Lgi2 | 2.108 | 4.18E-09 | ENSMUST00000039750 |
| ENSMUST00000160058 | 2.218 | 4.37E-09 | ENSMUST00000160058 |
| Lppr3 | 2.244 | 5.40E-09 | NM_181681 |
| C4b | 2.647 | 7.85E-08 | NM_009780 |
| Gm7609 [Csprs] | 1.555 | 8.13E-08 | NM_001081746 |
| Gm16026 | 1.555 | 9.85E-08 | ENSMUST00000111423 |
|  |  |  |  |
| Cdkn2a | 0.738 | 3.27E-05 | NM_009877 |
| Cdkn2b | 0.679 | 1.23E-03 | NM_007670 |
| Cdkn2c | 0.371 | 0.016973 | U19596 |
|  |  |  |  |
| Ccl2 | 0.604 | 0.012142 | NM_011333 |
| Ccl8 | 0.705 | 0.001898 | NM_021443 |
| Cx3cl1 | 1.6993 | 1.63E-07 | NM_009142 |
| Mmp3 | 1.297 | 2.70E-06 | NM_010809 |
| Postn | 1.248 | 7.92E-06 | NM_001198766 |
| Hgf | 0.666 | 2.31E-05 | NM_001289460 |
| Gdf6 | 0.539 | 0.00152 | NM_013526 |
|  |  |  |  |
| Il1r1 | 0.461 | 0.005322 | NM_008362 |
| Thy1 | -0.7298 | 0.000568 | NM_009382 |

How the deposited data were processed for this re-analysis (not part of the article)

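RNA of cMSCs sorted from the hearts of young and aged mice was measured on 8 Agilent SurePrint G3 Mouse GE v2 8x60K arrays with 1 colour (Cy3), 4 pools of young and 4 pools of aged mice, with 3 mice to a pool according to the paper, although the label code of aged replicate 4 can be read as 2 mice. Groups and pool numbers were taken from the sample labels and the paper. Ages are 4 and 20 months in the paper, each with a spread over the mice of its experiments. The labels give 5 and 20 months, within that spread. The paper names 2 mouse lines, and which of them gave the pools on the arrays is not given in the sources used here.

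The authors deposited the scanner output of each array, whose values are intensities on a linear scale, extracted with Agilent Feature Extraction 10.10.1.1. Its processed signal is an intensity from which the authors' software had subtracted the background and removed spatial trends, with no normalization between arrays. The authors also deposited a table of log2 values of the same arrays, which they had quantile-normalized and not centred on each gene, with a median of 8.12 on every array. The background correction, filter and averaging behind that table are not given in the sources used here. Each of its columns correlated best with the scanner values of its own array, and that table served as an alternative. The submitters' processing notes and the paper name limma for the authors' test.

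From the scanner output, control spots and spots marked by the scanner software as non-uniform or population outliers were left out. The log2 of the processed signal was taken relative to the 75th percentile of its array, and spots of a probe were averaged. Probes well above background on all 4 arrays of at least 1 group were kept, and for a gene with several probes the kept probe with the highest mean signal was used. Of 56605 distinct probes, 33895 were named through their accession in a table of the assembly GRCm38.p6, which served for names alone, and 1713 of these names differ from those in the array files. A further 9464 probes have a name in the array files that is a current symbol, and 13246 kept a name that is not. Positions are those of the array files, on mm9. No spot was saturated, 57.8% to 63.4% of spots on an array were well above background, and the spike-in controls followed their known amounts with an R² of 0.992 to 0.996. The 8 arrays were on 1 slide, in 2 rows of 4, and were scanned on 1 date.

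Aged and young pools were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 6 residual and 2.66 prior degrees of freedom, and p values were adjusted over 20210 genes by the Benjamini-Hochberg method. A gene passed at an adjusted p under 0.05, and counts are also given at the thresholds of the paper, an unadjusted p of 0.01 and a log2 fold change of 0.5 in either direction. Tables were made with pandas 2.3.3 and numpy 2.4.6. Exact permutation tests used all assignments of the 8 pools to 4 and 4. Where a probe was not well above background on any array of a group, the fold is a lower bound, taken against the higher of the lowest signal well above background and the probe's own signal on each array. The p of such a probe was computed on its measured signals and does not test that bound. The gene ontology annotation of the paper's enrichment analysis was not used here, and 51 gene lists with at least 5 tested members took its place. Each list was tested against all other genes with limma's camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and with fry, which asks whether the genes of a list move together in 1 direction and does not compare them with other genes.

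The genes named in the text follow a rule fixed with the lists. They are every gene that the paper's text or Table S1 names for these arrays, the 15 largest increases and the 10 largest decreases among genes that passed and whose aged pools all lay on the same side of the young pools, without names that are only a clone or accession, and for each list up to 4 members with the largest change among those that passed, or the 2 largest where none did. Table S1 and Figures 1 and S4 of the paper had been read when the rule and the lists were written.

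The test was first run on simulated data for the comparison of aged and young pools, with 20198 genes, 5 runs and 200 changed genes in each run. It recovered 27.8% of genes changed by 0.5 on the log2 scale, 74.6% of those changed by 1 and 97.0% of those changed by 2, and 3.63% of its calls were false.

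Alternatives were quantile and cyclic loess normalization, scaling to the median of each array, normexp background correction with an offset of 50, no filter on dim probes, probes well above background on all 8 arrays, the mean of all probes of a gene, probes in place of genes, the pool number, the pool code and the slide row as blocks, limma's trend and robust options, array weights, the methods' t-test, the authors' log2 table and leaving out each pool in turn. The number of arrays limits the precision, and p values measure the spread between pools. Raw scans, RNA quality values and the paper's flow cytometry, culture and PCR data were not analysed here.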

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

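The tests of the substrain genes, of the neutrophil and macrophage markers and of carry-over from cardiomyocytes were chosen only after the results they bear on had been seen.

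Csprs and its relatives Gm7609, Gm16026 and LOC100039029 were higher in aged cMSCs by 2.41, 2.47, 2.26 and 2.84 on the log2 scale, with adjusted p values from limma of 6.33e-05, 4.68e-05, 0.00137 and 4.85e-05. The paper names C57Bl/6JRj mice and CX3CR1gfp/+ CD45.1 C57BL/6 mice, and which of these lines gave the pools on the arrays is not given in the sources used here. A difference in line between the young and aged mice is not excluded. The genes examined for it were 9 known to differ between the C57BL/6J and C57BL/6N substrains. Only 5 of them could be tested, with a largest change of 0.487, of Ide. As a list these 5 did not pass camera (adjusted p = 0.145) but passed fry, upward in aged cMSCs (adjusted p = 0.0346). These genes do not cover the lines that the paper names, so they cannot decide the question. A hypothesis is that the family rose with the interferon response, because its mean correlated over the 8 pools with the mean of the type I interferon list after group means were subtracted (Pearson r = 0.896, exact permutation p = 0.0122 over 576 pairings within groups, 0.0365 after Benjamini-Hochberg adjustment over 3 relations; Spearman rho = 0.905, exact permutation p = 0.0139). Without the 2 pools farthest from the median r was 0.817, which is consistent with a shared control within groups and does not show what set the difference between them. Age itself stays open as an untested explanation, and a probe of one copy can read transcripts of another.

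S100a9 and Lcn2, which neutrophils carry in large amounts and stromal cells can make, were higher in aged cMSCs by 4.32 (standard error 0.87) and 3.41 (standard error 0.62), and the adjusted p was 0.05 or more on leaving out pools for S100a9 (0.0568 to 0.103 on leaving out any pool but young replicate 2) and Lcn2 (0.0565 to 0.0794 without aged replicate 3 or young replicates 3, 4 or 5). Without aged replicate 4 the values were 3.68 and 2.74, without young replicate 2 that of S100a9 was 5.09, and the adjusted p of S100a9 was 0.0595 with the slide row as a block, its difference being 6.18 in 1 row and 2.46 in the other. The difference of Lcn2 was 4.4 and 2.4 in these rows. RNA of neutrophils in the aged pools and the cells' own acute phase response cannot be told apart here, since the 8 other neutrophil markers were higher by a mean of 0.417 (standard error 0.20), which lies between the bounds set for this test, and the sort for CD45-negative cells should have removed leukocytes. Over the 8 pools, with group means subtracted, S100a9 correlated with those markers at r = 0.702 (exact permutation p = 0.0747; rho = 0.548, p = 0.212, permutation) and with the other acute phase proteins at r = 0.784 (exact permutation p = 0.0295, adjusted 0.0443; rho = 0.548, p = 0.222), but without the 2 farthest pools r was -0.51 and -0.13, so both relations rest on those pools. Macrophage or monocyte RNA stays open as well, with a median of 0.221 over the 6 brightest macrophage markers, 4 of which lie above the median level of all genes, where a small share would be hidden. An effect of age in the cMSCs themselves was not tested apart from these.

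Cardiomyocyte markers were lower in aged cMSCs, with a list median of -0.50 on the log2 scale (camera, adjusted p = 2.18e-06, and adjusted p = 0.326 with an estimated correlation), although processing or the loss of a pool ended the call of each of the 4 markers that fell. Each row of the slide held 2 young and 2 aged arrays, and the list had a mean of -0.64 in 1 row and -0.21 in the other, with camera's adjusted p = 4.47e-06 when the row was fitted as a block. Within the rows the differences were -0.77 and -0.76 for Cox7a1, -0.65 and -0.49 for Tnnc1, -0.30 and -0.36 for Tnni3 and -0.84 and -0.98 for Pln, with adjusted p = 0.0527 for Tnnc1 and 0.0514 for Tnni3 with the row as a block, and their equal sign follows from groups that do not overlap and is no test of a row effect. Carry-over of cardiomyocyte RNA that was larger in the young pools is a candidate explanation, since the 6 brightest markers had a mean of -0.451 and their mean pairwise correlation over the pools, with group means subtracted, was 0.515. The cells had been filtered through strainers and sorted for Sca-1 and PDGFRα, and how far this removed cardiomyocyte RNA was not tested. A lower expression of the cardiomyocyte markers in the aged stromal cells themselves was not tested and stays open.

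With the pools divided into 4 and 4 in all 35 ways, the true division gave the most genes higher in aged cMSCs at an adjusted p under 0.05 (454 against at most 5 in any other division, so 1 of 35) and the most genes lower there (162 against at most 5, again 1 of 35), and chance is excluded for both counts. At the paper's thresholds chance is excluded for the 637 genes that were higher (1 of 35, at most 316 in another division) and not for the 269 that were lower (2 of 35). The division that gave 316 is that of the 2 slide rows, and with the row as a block 269 genes were lower. For the 22 gene lists past camera's threshold chance is not excluded, since 5 of the 35 divisions gave as many, the highest 26.

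In 14 of 280 groups of 4 pools of the named genes, 1 pool lay apart from the others by Dixon's test, close to the 5.04% that chance gives in simulated normal groups. The gap to the nearest pool, as a share of the range of the 4 pools, was largest in the young pools for Oas1a (0.961) and Ifitm1 (0.916), both lowest in replicate 5, and for Plat (0.939, lowest in replicate 3), Heyl (0.918, highest in replicate 4), Ccnb1 (0.884, highest in replicate 5) and Rgs6 (0.865, highest in replicate 4). Aged replicate 4 was highest for Ccl2 (0.911), Lcn2 (0.893), Cxcl12 (0.878) and Ly6g (0.842) and lowest for Bcan (0.857). Among the other aged pools, replicate 1 was lowest for Gm16026 (0.868), replicate 2 for Hgf (0.861) and replicate 3 for H2-M3 (0.834).

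Of the genes with the largest changes, 13 are not named in the paper. Those that rose are Cxcl5, Tmem176a, C4a, Npy1r and Tmem176b, with log2 fold changes of 2.77, 2.75, 2.72, 2.59 and 2.51, and Kng1 and Cnr1, which were at least 6.07-fold and 3.75-fold higher and well above background on no young array. Those that fell are Krt20, Sphkap, Cited1 and Tmprss6, a protease that acts on iron uptake, with -1.83, -1.81, -1.72 and -1.49, and Adgrg6 and Dscam, which were at least 1.70-fold and 1.91-fold lower and well above background on no aged array. The adjusted p of Dscam and Tmprss6 was 0.05 or more on leaving out pools, Dscam (0.0658 to 0.0901 without aged replicate 2 or young replicates 2, 3 or 4) and Tmprss6 (0.0646 to 0.113 on leaving out any pool but aged replicates 1 and 2), and the other 11 passed whichever pool was left out. Other settings ended the calls of Adgrg6 (0.117 with normexp background correction), Dscam (0.0813 with normexp background correction) and Tmprss6 (0.0576 with the slide row as a block).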

How the results depend on the processing

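Settings that put an adjusted p, a smaller p or a larger fold change in place of the paper's thresholds, that used every probe of the authors' log2 table, and the exact permutation of list means were chosen only after the values had been seen. No named gene past the threshold changed sign under any of the 22 other settings that tested it. The counts of 454 genes that rose and 162 that fell stayed within 1.5 times with quantile, loess and median scaling, normexp, probes above background on all 8 arrays, the mean of probes, probes in place of genes, the slide row as a block, limma's trend and robust options and the authors' table (362 to 563 and 125 to 227). Without a filter on dim probes 167 rose and 37 fell among 37297 genes tested, with the methods' t-test 228 and 76, and with array weights 663 and 398. At the paper's thresholds the counts of 637 and 269 became 413 and 140 with normexp, and the lower count 171 with the methods' t-test. Of the 104 named genes past the threshold, 54 passed without a filter and 55 with the methods' t-test. With the slide row as a block 14 of these 104 did not pass (adjusted p = 0.0509 to 0.0641) at the same fold changes, with a median standard error of 0.143 against 0.138 and 1 residual degree of freedom fewer. The fold of 28 of them became smaller by over 1.5 times with normexp, of 15 with the authors' table, of 3 with array weights and of 2 with the mean of probes, and without 1 pool that of S100a9 (log2 3.68 without aged replicate 4 and 5.09 without young replicate 2) and Lcn2 (2.74 without aged replicate 4) moved as much. Without aged replicate 1 the value of Rgs6 moved from -1.85 to -2.45 because another probe was then the brightest kept, and the probe used here gave -1.99. Leaving out 1 pool at a time gave 247 to 343 genes that rose, 69 to 153 that fell, 550 to 667 and 212 to 346 at the paper's thresholds, 63 to 81 named genes (68 without aged replicate 3, 63 without young replicate 3 and 68 without young replicate 4) and 21 to 25 lists, each fit having 1 residual degree of freedom fewer. An adjusted p at the paper's thresholds left 175 and 40 genes, an adjusted p of 0.05 with a log2 fold change beyond 0.5 left 403 and 139, a p of 0.001 left 353 and 110, and a log2 fold change beyond 1 left 221 and 69. On every probe of the authors' table the counts were 671 and 276 at the paper's thresholds, 229 and 46 with an adjusted p, 158 and 40 with a log2 fold change beyond 1, 497 and 156 with an adjusted p of 0.05 and 475 and 147 with a p of 0.001. Of 22 lists past camera's threshold at the preset correlation, 0 passed with an estimated correlation, and after Benjamini-Hochberg adjustment 0 passed an exact permutation of the list mean, whose smallest adjusted p was 0.0694 although 21 of 51 lists reached the smallest p that 4 pools against 4 allow. With array weights the direction of the lists of cholesterol and fatty acid synthesis (adjusted p = 0.0387) and endothelial cell markers (adjusted p = 0.0396) turned. With these weights 1 of the 22 lists also lost its call, and 2 further lists gained one. A call was gained by 1 list each with quantile normalization, cyclic loess normalization and the authors' table. It was gained by 2 lists each with normexp and with the trend and robust options. Without a filter on dim probes 1 list gained a call and 1 lost it. With fry, 8 of the 22 lists did not pass and 1 other did, that of genes that differ between C57BL/6 substrains (adjusted p = 0.0346). Apart from the number of genes tested or of pools, the cause was not tested. Genes dim in 1 group are limited by signal over background to lower bounds.

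The pool numbers shared by the groups were also fitted as a replicate block, which left 14 genes that rose, 2 that fell and 11 of the named genes, and the pool code of the labels as a replicate block left 207, 52 and 63. The deviations of the 3 pairs of pools with the same number correlated at -0.27 to 0.18, with 1 pair over 0.1, against -0.25 to 0.34 for other pairs, and young replicate 3 correlated best with aged replicate 4 (0.31). Of the 4 pairs with the same code 2 lay over 0.1 (-0.27 to 0.18, young replicate 5 and aged replicate 1 at 0.14), and of the 8 pairs in the same row of the slide 4 did (-0.058 to 0.34), against -0.27 to 0.12 for pairs in different rows. The highest correlations were thus within rows, numbers and codes did not pair the pools, and the pairing is not used.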

Differences from the paper's values

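Settings that replace the paper's thresholds and those on every probe of the authors' log2 table were chosen only after the values had been seen. The paper reports 195 genes higher and 140 lower in aged cMSCs, and here 637 and 269 passed the thresholds it states, counted as genes, while the paper's text does not name how several probes of a gene were counted. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's 195, and 3 did so for its 140, normexp background correction (140), the methods' t-test (171) and the authors' log2 table (191). Chosen after seeing the values, every probe of the authors' table gave 671 higher and 276 lower at the paper's own thresholds (leaving out 3 of the 31 genes held from Table S1). Among other settings chosen after seeing the values, an adjusted p at the paper's thresholds gave 175 higher (leaving out 10 of the 31), the same on every probe of the authors' table 229 (leaving out 10), a log2 fold change beyond 1 gave 221 (leaving out 8) and, on that table, 158 (leaving out 9). The lower counts at these settings were 40, 46, 69 and 40. Likewise chosen after seeing the values, the lower count was 139 with an adjusted p of 0.05 and a log2 fold change beyond 0.5 (leaving out 6 of the 31), 110 with a p of 0.001 and that fold change (leaving out 7), and on every probe of the authors' table 156 with an adjusted p of 0.05 (leaving out 7) and 147 with a p of 0.001 (leaving out 7). At these settings the higher counts were 403, 353, 497 and 475. No setting run reached both of the paper's counts.

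For Slc38a4 the paper's log2 fold change is -2.048 and the value here is -2.99, for Dmkn the paper's is 3.066 against 3.97, for LOC100039029, which Table S1 lists by its transcript, the paper's is 2.218 against 2.84, for Gm16026 the paper's is 1.555 against 2.26, and for Cdkn2a the paper's is 0.738 against 1.41. For each of these 5 genes the authors' log2 table was the single alternative set before the data were examined with a value that does not differ from the paper's. For Rgs6 the paper's value is -1.458 and that here is -1.85, but 2 probes match the transcript that Table S1 gives, and the values are of different probes. The paper's value is that of the second one on every probe of the authors' table, where the one used here has -1.29, and the second has -2.40 here. With the probe chosen for the gene, none of the 22 alternatives set before the data were examined comes close enough to the paper's value. For Hgf the paper's value is 0.666 and that here is 0.825, and normexp background correction, the authors' log2 table and leaving out young replicate 4 give values that do not differ. For Gm7609 the paper's value is 1.555 and that of the probe with this name in the array design is 2.40, the value of that probe with probes in place of genes. All 31 genes held from Table S1 have the paper's fold change and p, to the digits printed, when limma is run on every probe of the authors' table with unadjusted p values, a setting chosen after the values were seen, in which 3 of them, Cdkn2c, Ccl2 and Il1r1, do not pass the paper's thresholds, as is the case for the values that the paper prints.

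The paper describes Hp as the gene with the largest increase, and here S100a9 was at 4.32 (standard error 0.87) and Hp at 4.23 (standard error 0.44), a difference smaller than either error, while Hp lay above S100a9 with normexp (4.17 against 2.85), the authors' log2 table (4.18 against 3.45), array weights (3.72 against 3.11) and without aged replicates 1 or 4 or young replicates 3 or 4. Of the genes that the paper names from the arrays, Ccl2 (0.62, unadjusted p = 0.0201), Cdkn1a (0.30, unadjusted p = 0.191), Cdkn2c (0.34, unadjusted p = 0.00861) and Il1r1 (0.44, unadjusted p = 0.00605) did not pass the paper's thresholds here with limma. Ccl2 passed them with the pool code as a block, Il1r1 without aged replicate 2, and Cdkn1a at 1 of its 3 probes with probes in place of genes (0.57, unadjusted p = 0.00189), and Cdkn2c under no setting run. Cxcl13, which the filter on dim probes leaves out, was at least 4.01-fold higher without that filter, with a p that does not pass the paper's threshold (unadjusted p = 0.0131), and at least 9.64-fold higher without aged replicate 3, where the filter keeps it and it passes the paper's thresholds (unadjusted p = 4.60e-05, adjusted p = 0.0113), bounds being given because no young array was well above background. Past the paper's thresholds but not at an adjusted p under 0.05 were Ccl8 (adjusted p = 0.0583), Cdkn2b (0.0899), Cxcl12 (0.0644), Hey1 (0.103), Heyl (0.0893) and Slc38a5 (0.132). The adjusted p was under 0.05 for Ccl8 with median scaling, normexp and the trend and robust options, for Cdkn2b with array weights and without aged replicate 4, for Cxcl12 with normexp, the trend and robust options and without aged replicate 4, for Hey1 with array weights and without aged replicate 2, for Heyl with the trend and robust options, array weights and the authors' log2 table, and for Slc38a5 under no setting run.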

Other observations

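Genes of the extracellular matrix moved both ways in aged cMSCs. The fibril-associated collagen gene Col12a1 rose by 0.71 (standard error 0.072, adjusted p = 0.00187) on the log2 scale, while Col6a1, Col5a3 and Col6a2 fell by 0.36, 0.43 and 0.46 (adjusted p = 0.0402, 0.0397 and 0.0371). Of 27 collagens, 1 rose and 3 fell (2 rose and 14 fell when adjusted over the list alone; camera adjusted p = 8.26e-05, and adjusted p = 0.389 with an estimated correlation), and the list was lower than other genes. Of 12 markers of valve and tendon-like fibroblasts, 4 rose and 0 fell (6 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.00148, and adjusted p = 0.489 with an estimated correlation), and the list was higher than other genes. They are Cthrc1, a secreted protein of activated fibroblasts, with 1.79 (standard error 0.36, adjusted p = 0.0389), Ddah1, which breaks down an inhibitor of nitric oxide synthesis, with 1.31 (standard error 0.19, adjusted p = 0.00950), the cartilage matrix gene Comp with 1.03 (standard error 0.15, adjusted p = 0.00962), and Postn. Of 42 other matrix proteins, 3 rose and 3 fell (6 rose and 9 fell when adjusted over the list alone; camera adjusted p = 0.948, and adjusted p = 0.991 with an estimated correlation), with a mean of 0.028 and a median of -0.019. Bcan, a proteoglycan of neural matrix, fell by 1.22 (standard error 0.23, adjusted p = 0.0254) and Hmcn1, which was well above background on 1 of 4 aged arrays, fell by 1.23 (standard error 0.26, adjusted p = 0.0451), while Postn and Comp rose, as did Efemp1, and Nid1 fell, the last 2 named after their values were seen. Of 44 matrix proteases, inhibitors and crosslinkers, 3 rose and 1 fell (13 rose and 9 fell when adjusted over the list alone; camera adjusted p = 0.362, and adjusted p = 0.842 with an estimated correlation), Mmp3, Plat and Serpine2 upward and Adamts12 downward, which fell by 0.49 (adjusted p = 0.0377). Leaving out pools took the adjusted p to 0.05 or more for Cthrc1 (0.0688 to 0.113 on leaving out any pool but young replicate 2), Bcan (0.0602 to 0.0860 without aged replicate 3 or young replicates 2, 3 or 4), Hmcn1 (0.0694 to 0.123 on leaving out any pool but young replicates 4 and 5), Adamts12 (0.0593 to 0.109 on leaving out any pool but young replicates 4 and 5), Col6a1 (0.0688 to 0.121, whichever of the 8 pools was left out), Col5a3 (0.0633 to 0.114 on leaving out any pool but young replicate 5), Col6a2 (0.0577 to 0.105, whichever of the 8 pools was left out), Plat (0.0608 to 0.0919, whichever of the 8 pools was left out), Serpine2 (0.0599 to 0.139, whichever of the 8 pools was left out), Efemp1 (0.0562 to 0.0710 without aged replicates 1 or 3 or young replicates 2 or 3) and Nid1 (0.0540 to 0.0791 without aged replicates 1, 3 or 4 or young replicates 2 or 4). Other settings ended calls as well, with adjusted p for Col12a1 (0.366 with the mean of probes), Cthrc1 (0.0890 with array weights), Bcan (0.0898 with the mean of probes), Hmcn1 (0.489 with normexp background correction), Adamts12 (0.218 with the mean of probes), Col6a1 (0.0518 to 0.0979 with quantile normalization, median scaling and the slide row as a block), Col5a3 (0.0996 with median scaling and 0.0630 with normexp background correction), Col6a2 (0.0929 with median scaling and 0.129 with the mean of probes), Plat (0.142 with median scaling and 0.0738 with the mean of probes), Serpine2 (0.0573 to 0.205 with quantile normalization, median scaling, normexp background correction, the mean of probes and the authors' table), Efemp1 (0.135 with median scaling) and Nid1 (0.0692 with median scaling).

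Among signaling and metabolic genes, Rspo1, which amplifies Wnt signaling, rose by 0.94 (standard error 0.11, adjusted p = 0.00358) and the Wnt antagonist gene Frzb by 0.75 (standard error 0.11, adjusted p = 0.0100), while Wnt4 fell by 0.66 (standard error 0.13, adjusted p = 0.0340). Of 29 genes of the Wnt pathway, 4 rose and 2 fell (5 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.0829, and adjusted p = 0.484 with an estimated correlation), Wnt5a as well as Sfrp1 and Nkd2, named after their values were seen, being among them, and the list passed without aged replicate 3 (0.0478) and without young replicate 5 (0.0455). Of 22 genes of the TGF-beta response, 2 rose and 0 fell (5 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.152, and adjusted p = 0.608 with an estimated correlation), Postn and the oxidase gene Nox4 with 0.70 (standard error 0.089, adjusted p = 0.00495). Of 26 genes of amino acid and one-carbon metabolism, 2 rose and 1 fell (3 rose and 5 fell when adjusted over the list alone; camera adjusted p = 0.164, and adjusted p = 0.619 with an estimated correlation), Aldh1l1, a folate enzyme, with 1.35 (standard error 0.23, adjusted p = 0.0178), Prodh, which begins the breakdown of proline, with 0.84 (standard error 0.10, adjusted p = 0.00406), and Bcat1, which transfers the amino group of branched-chain amino acids, with -1.04 (standard error 0.21, adjusted p = 0.0373). Of 20 genes of glycolysis, 1 rose and 0 fell (2 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.0575, and adjusted p = 0.425 with an estimated correlation), the kinase gene Pdk1 with 0.44 (standard error 0.090, adjusted p = 0.0377), and the list passed without aged replicate 1 (0.0320), young replicate 3 (0.0387) and young replicate 4 (0.0495). Of 19 genes of BMP and GDF ligands and antagonists, 1 rose and 0 fell (1 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.799, and adjusted p = 0.942 with an estimated correlation), Gdf6, and of 16 genes of the glucocorticoid response, 1 rose and 0 fell (1 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.677, and adjusted p = 0.942 with an estimated correlation), Lcn2. Leaving out pools ended calls, with adjusted p values for Wnt4 (0.0776 to 0.0971 on leaving out any pool but aged replicate 2 and young replicate 2), Aldh1l1 (0.0510 to 0.0645 without aged replicate 3 or young replicates 2, 3 or 5), Bcat1 (0.0588 to 0.103 on leaving out any pool but aged replicate 2 and young replicate 5), Pdk1 (0.0672 to 0.118 on leaving out any pool but young replicate 4), Gdf6 (0.0826 to 0.107 on leaving out any pool but aged replicate 3 and young replicate 2), Lcn2 (0.0565 to 0.0794 without aged replicate 3 or young replicates 3, 4 or 5), Sfrp1 (0.0676 to 0.124 on leaving out any pool but aged replicate 2) and Nkd2 (0.0530 to 0.101 on leaving out any pool but aged replicate 2), and other settings did so for Wnt4 (0.0542 with median scaling and 0.0515 with the slide row as a block), Nox4 (0.112 with the mean of probes), Pdk1 (0.166 with median scaling and 0.228 with the mean of probes), Gdf6 (0.0509 to 0.0782 with median scaling, the slide row as a block and array weights), Sfrp1 (0.0698 with quantile normalization and 0.0641 with cyclic loess normalization) and Nkd2 (0.0950 with median scaling and 0.0588 with the authors' table).

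Of 25 proliferation genes, none passed with limma or with the methods' t-test (2 were higher and 0 lower at an unadjusted p under 0.05; 0 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.433, and adjusted p = 0.874 with an estimated correlation), and Mki67, Ccnb1 and Cdc6 had log2 fold changes of 0.0020 (standard error 0.34, adjusted p = 0.999), 0.59 (standard error 0.30, adjusted p = 0.459) and 0.36 (standard error 0.12, adjusted p = 0.201). The list passed without aged replicate 4 (0.0246), and Cdc6 without young replicate 2 (0.0487). Of 31 p53 targets and DNA damage response genes, 1 rose and 0 fell (1 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.335, and adjusted p = 0.811 with an estimated correlation), the repair gene Brca1 with 0.61 (standard error 0.12, adjusted p = 0.0331), whose adjusted p on leaving out pools was 0.0555 to 0.0911 on leaving out any pool but aged replicate 2, and under other settings 0.0728 to 0.569 with normexp background correction, the trend and robust options and the authors' table, with a log2 fold change of 0.28 with normexp.

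Among markers of other cells and states, the mesothelial marker genes Dmkn and Cldn15, the latter with 0.72 (standard error 0.088, adjusted p = 0.00415), rose. Of 6 mesothelial and epicardial surface markers, 2 rose and 0 fell (2 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.00295, and adjusted p = 0.231 with an estimated correlation), and the list was higher than other genes but did not pass without a filter on dim probes (0.0526). Dmkn, its highest member, stands in Table S1, which is not independent evidence. Mbp, a gene of myelin, rose by 1.71 (standard error 0.17, adjusted p = 0.00194), and of 9 Schwann cell and neural markers, 1 rose and 0 fell (1 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.192, and adjusted p = 0.531 with an estimated correlation). Synpo2, an actin-binding protein gene, rose by 0.85 (standard error 0.094, adjusted p = 0.00280), whereas of 16 smooth muscle and pericyte markers, 1 rose and 0 fell (1 rose and 3 fell when adjusted over the list alone; camera adjusted p = 0.0173, and adjusted p = 0.268 with an estimated correlation), with a median of -0.23. Of 10 T and NK cell markers, 1 rose and 1 fell (3 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.341, and adjusted p = 0.593 with an estimated correlation), Cd2 with 1.08 (standard error 0.22, adjusted p = 0.0407) and Thy1, a marker of stromal cells as well, with -0.72 (standard error 0.16, adjusted p = 0.0481). Of 21 mesenchymal stromal markers, 0 rose and 2 fell (2 rose and 4 fell when adjusted over the list alone; camera adjusted p = 0.489, and adjusted p = 0.674 with an estimated correlation), Thy1 and Ngfr. Pools whose absence took the adjusted p to 0.05 or more were found for Cd2 (0.0765 to 0.106 without aged replicates 2, 3 or 4 or young replicates 3 or 4), Thy1 (0.0909 to 0.126 on leaving out any pool but aged replicates 2 and 4) and Ngfr (0.0845 to 0.113 on leaving out any pool but aged replicate 2 and young replicate 4), and other settings did the same for Cd2 (0.0616 to 0.341 with quantile normalization, normexp background correction and the authors' table), Thy1 (0.0866 with median scaling) and Ngfr (0.0585 with the slide row as a block), and probes in place of genes for Thy1 (0.0534).

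Of the other lists, none had a member that rose or fell with limma. These are oxidative phosphorylation with 23 genes tested and a median of -0.035 (0.341 as camera's adjusted p), erythroid markers with 7 and 0.41 (0.341), pro-epicardial transcription factors with 11 and -0.059 (0.617), adipocyte markers with 9 and 0.12 (0.617), genes of the circadian clock with 17 and -0.12 (0.617), and B and plasma cell markers with 6 and 0.058 (0.617). The same holds for immediate early and dissociation stress genes with 27 tested and a mean of -0.079 but a median of 0.021 (0.647), cholesterol and fatty acid synthesis with 23 and a median of 0.020 though camera's direction was down (0.948), ribosomal proteins with 24 and a mean of -0.0086 though camera's direction was up (0.948), endothelial cell markers with 20 and a median of 0.0071 (0.970), and genes that differ between C57BL/6 substrains with 5 and 0.17 (0.145). Adjusted over the list alone, 1 adipocyte marker and 1 substrain gene rose. At an unadjusted p under 0.05 the numbers higher and lower were 0 and 0 for oxidative phosphorylation, erythroid, pro-epicardial and B cell genes, 1 and 0 for adipocyte, circadian and substrain genes, 0 and 5 for immediate early genes, 0 and 2 for cholesterol and fatty acid synthesis and 0 and 1 for ribosomal and endothelial genes, and the methods' t-test called 1 gene of cholesterol and fatty acid synthesis lower. Without aged replicate 4 the lists of erythroid markers (0.0350) and immediate early genes (0.00640) passed, and without young replicate 5 that of oxidative phosphorylation (0.0220).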
